# Characterizing Neonatal Heart Maturation, Regeneration, and Scar Resolution Using Spatial Transcriptomics

**DOI:** 10.3390/jcdd9010001

**Published:** 2021-12-21

**Authors:** Adwiteeya Misra, Cameron D. Baker, Elizabeth M. Pritchett, Kimberly N. Burgos Villar, John M. Ashton, Eric M. Small

**Keywords:** heart, regeneration, scar, mouse, fibroblast, spatial transcriptomics

## Abstract

The neonatal mammalian heart exhibits a remarkable regenerative potential, which includes fibrotic scar resolution and the generation of new cardiomyocytes. To investigate the mechanisms facilitating heart repair after apical resection in neonatal mice, we conducted bulk and spatial transcriptomic analyses at regenerative and non-regenerative timepoints. Importantly, spatial transcriptomics provided near single-cell resolution, revealing distinct domains of atrial and ventricular myocardium that exhibit dynamic phenotypic alterations during postnatal heart maturation. Spatial transcriptomics also defined the cardiac scar, which transitions from a proliferative to secretory phenotype as the heart loses regenerative potential. The resolving scar is characterized by spatially and temporally restricted programs of inflammation, epicardium expansion and extracellular matrix production, metabolic reprogramming, lipogenic scar extrusion, and cardiomyocyte restoration. Finally, this study revealed the emergence of a regenerative border zone defined by immature cardiomyocyte markers and the robust expression of *Sprr1a.* Taken together, our study defines the spatially and temporally restricted gene programs that underlie neonatal heart regeneration and provides insight into cardio-restorative mechanisms supporting scar resolution.

## 1. Introduction

Since the adult heart is incapable of meaningful regeneration, cardiac insult is invariably associated with the deposition of extracellular matrix (ECM) in an adaptive response to repair damaged cardiac muscle. However, prolonged ECM deposition leads to the development of a fibrotic scar that can lead to heart failure and initiate lethal arrhythmias [1,2]. In contrast, the neonatal mammalian heart can generate new muscle after an experimental injury such as apical resection, myocardial infarction, or cryoinjury [3,4,5]. A better understanding of the regenerative capacity of the neonatal heart may facilitate the development of new strategies to support heart repair in the adult.

Cardiomyocytes (CM) exit the cell cycle and become post-mitotic within the first week of life in mice [6,7,8,9]. Although strategies that stimulate CM proliferation improve heart function in experimental ischemic injury models, major barriers to regenerative strategies remain [10,11,12,13,14]. For example, cardiac repair requires poorly understood contributions from diverse cell types. The initial response to apical resection injury consists of thrombus formation, epicardial activation, and cardiac inflammation [15]. The inflammatory response, and the function of macrophages, in particular, is essential for cardiac repair [16]. The role of macrophages is complicated, however, by their direct and indirect contributions to scar formation [16,17]. Cardiac fibroblasts also play a major role in cardiac repair by depositing an ECM-rich scar that ultimately resolves, restoring normal heart muscle structure and function [5,18,19]. While generally considered pathological in heart disease, recent reports document the role of neonatal ECM in supporting cardiomyocyte repopulation and re-vascularization of injured tissue [20,21,22].

Single cell RNA-sequencing and candidate approaches have improved our understanding of heart development, pathologic cardiac remodeling and the contributions of various cells to regenerative heart repair [23,24,25]. However, these studies do not provide spatio-temporal information that describe regional changes in phenotype in an unbiased manner. To overcome this limitation, RNA-sequencing of microdissected heart tissue or genetically labeled cardiac cells has better characterized the developing and remodeling heart [26,27]. More recently, histological sectioning combined with sequencing of all RNAs within a particular section, called Tomo-seq, has defined regional contributions to pathologic fibrosis and cardiac regeneration [28,29]. Through these studies, the border zone (BZ), defined as the region between injured and healthy myocardium, was described as a dynamic tissue with potential importance to cardiac repair [11,27]. The BZ harbors relatively immature cardiomyocytes that undergo metabolic reprogramming during regenerative repair and may be a key source of cardiomyocytes that repopulate damaged tissue [11]. However, the spatial resolution of these approaches is very limited. Spatial transcriptomics has emerged as a powerful method to define regional tissue identities via sequencing of all transcripts that are released from a histological tissue section, following mRNA capture on barcoded oligos with positional information [30,31,32,33].

Here, we used bulk RNA-sequencing of genetically labeled cardiac fibroblasts, combined with spatial transcriptomics of the regenerating neonatal mouse heart, to interrogate phenotypic changes correlating with scar resolution and cardiac repair. Importantly, spatial transcriptomics attained near single cell resolution, identifying the layer of epicardial cells that reside on the surface of the heart. Unbiased transcriptional profiling defined programs of atrial and ventricular chamber maturation, which include unique, spatially distinct gene expression profiles within the compact and trabecular myocardium. We also defined the phenotypic trajectory of the resolving scar, which is characterized by spatially and temporally restricted programs of inflammation, epicardium expansion and ECM production, metabolic reprogramming, scar extrusion, and cardiomyocyte restoration. Coupled with bulk RNA-sequencing of cardiac fibroblasts, we find the regenerative window is biased towards a proliferative phenotype that shifts to a secretory phenotype as the heart matures, even without cardiac insult. Importantly, the resolving scar includes a transcriptionally distinct border zone that exhibits a fetal/immature CM phenotype and that expresses candidate cardio-restorative factors such as *Sprr1a*. Through the unbiased characterization of spatially and regionally distinct transcriptional programs during neonatal cardiac regeneration, this study provides insight into mechanisms supporting scar resolution that may advance novel therapeutic approaches for cardiac repair.

## 2. Materials and Methods

### 2.1. Mice

All experiments involving animals were approved by the University Committee on Animal Resources at the University of Rochester. The C57BL/6J mice were purchased from Jackson Laboratories (stock number 000664). Mice were bred such that a TCF21^MerCreMer/+^ sire was crossed with a Rosa^mTmG/mTmG^ dam to obtain TCF21^MerCreMer/+^; Rosa^mTmG/+^ progeny. Mice were considered postnatal (P) day 0 on the day of birth (P0). For inducible TCF21-lineage labeling, 25 mg/mL 4-Hydroxy tamoxifen (Sigma-Aldrich, St. Louis, MO, USA, H6278) was resuspended in sunflower seed oil, sonicated and administered to 1 day old pups (P1) via subcutaneous injection with a one-time dose of 12.5 mg/kg, in a 1 μL volume using a Hamilton syringe [34,35].

### 2.2. Apical Resection Surgery

All pups in a litter were exposed to apical resection or sham treatment. Prior to surgery, the mother was separated into a clean cage until all surviving pups recovered. Pups were administered slow-release buprenorphine intraperitoneally using a Hamilton syringe, as per the University of Rochester analgesic protocols, with 1 µL for P2 (2 day old) pups and 4 µL for P10 (10 day old) pups, from a stock of 0.04 mg/mL. Apical resections and corresponding sham surgeries were performed as described in the literature [3]. Briefly, pups were anesthetized by hypothermia. A pup was placed within a glove and the glove was placed underneath ice. Appropriate anesthesia was assessed by mouse response, by gently applying pressure to a hind leg. Mice were immobilized to reveal their chest cavity on an ice pack wrapped with surgical drapes and were provided supplemental oxygen. Lateral thoracotomy was performed at the 4th space to expose the heart. The apex was resected using fine-tipped iridectomy scissors. Upon injury, a blood clot formed and prevented exsanguination. For sham surgeries, the heart was exposed through the 4th intercostal space and replaced. The incision was closed with a 7-0 non-absorbable silk suture and the skin was closed using an adhesive. Pups were rubbed with bedding before being placed back into nest. All surviving and recovered pups were returned to the nest before mom was reintroduced. Most P2 pups survived surgery (approximately 90%) while many P10 pups did not (nearly a 50% mortality rate).

### 2.3. Histology and Immunohistochemistry

Upon euthanasia, hearts were extracted and washed with PBS to remove excess blood. Gross images of the heart were acquired on the Zeiss Stereo Discover V12 microscope (Zeiss, Jena, Germany).

Hearts were fixed in 10% Neutral Buffered Formalin (Thermo Fisher Scientific, Waltham, MA, USA) for 24 to 48 h. 5 µm paraffin sections were cut at 5 levels, spaced 100 µm apart. Heart sections were deparaffinized using a Leica Autostainer through a series of xylene, 3 min incubations in 100% ethanol (EtOH, 3×), 95% EtOH (1×), and then were placed in distilled water. Antigen retrieval was performed in pH 6 Dako Target Antigen Retrieval Buffer (Agilent Technologies, Santa Clara, CA, USA) at a high pressure for 15 min. Endogenous fluorescence was quenched in 3% H_2_O_2_ in 150 mM NaCl/100 mM Tris pH 7.5 (TN buffer). Slides were blocked in 0.5% Blocking Reagent (Perkin Elmer, Waltham, MA, USA) in TN buffer. Slides with primary antibodies in blocking solution were incubated overnight (12 to 15 h) at 4 °C. After 10 min washes with TN (3×), secondary antibodies in blocking solution were applied for two hours at room temperature. For signal amplification, Biotin or HRP was applied for two hours during the secondary step, followed by 2 h of incubation with streptavidin in blocking solution or a 15 min incubation with tyramide in TSA Amplification Dilutant (Akoya Biosciences). Following the final incubation, slides were washed for 10 min with water (2×) prior to incubation with 0.5 µL/mL of DAPI (4′, 6-Diamidino-2-Phenylindole, Dihydrochloride, Thermo Fisher Scientific) for 15 min to stain the nuclei. Slides were mounted with Vectashield Anti-face Mounting Media (Vector Labs) and imaged on the Olympus Confocal Microscope IX81 (Olympus Corporation). Antibodies and concentrations used are listed in Table 1.

### 2.4. Bulk RNA Sequencing

#### 2.4.1. Flow Cytometry

In preparation for flow cytometry, each heart was dissected to remove the atria and valve tissue. The apical half of the ventricles was subsequently minced in 1% Bovine Serum Albumin (BSA, Sigma Aldrich, St. Louis, MO, USA) and 0.1% glucose (Fisher Scientific) in Hank’s Balanced Salt Solution without calcium nor magnesium (HBSS, Fisher Scientific). Tissue fragments and solution were collected into a conical tube with 2% Fetal Bovine Serum (GeminiBio, Sacramento, CA, USA) in PBS. After centrifugation and resuspension into collagenase/dispase solution (Sigma Aldrich), samples were shaken at 37 °C for 20 (P2–P5 hearts) to 30 (P10–P13 hearts) minutes. Samples were centrifuged and resuspended in 2% FBS in PBS prior to filtration using a 40 µm filter. Cells were centrifuged and resuspended in 1% BSA/0.1% glucose/HBSS solution for flow cytometry. Endogenous GFP and tdTomato fluorescence were utilized to sort the cells, in which GFP labeled the TCF21-lineage and tdTomato labeled all other cells. BV421 Rat anti-mouse CD140a was used to label the PDGFR-alpha positive cells (BD Biosciences BDB562774 at a 1/100 dilution). DAPI (4′,6-Diamidino-2-Phenylindole, Dihydrochloride) at 1:10,000 was used to label dead cells (Fisher). Cells were sorted using an 18-color BD fluorescence activated cell sorting (FACS) Aria II (BD biosciences).

#### 2.4.2. Low-Input Library Prep

Total RNA was isolated using TRIzol Reagent (Thermo Fisher, Carlsbad, CA, USA) per the manufacturer’s recommendations. RNA concentration was determined with the NanoDrop 1000 spectrophotometer (NanoDrop, Wilmington, DE, USA) and RNA quality was assessed with the Agilent Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). An amount of 1 ng of total RNA was pre-amplified with the SMARTer Ultra Low Input kit v4 (Clontech, Mountain View, CA, USA) per the manufacturer’s recommendations. The quantity and quality of the subsequent cDNA was determined using the Qubit Fluorometer (Life Technnologies, Carlsbad, CA, USA) and the Agilent Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). 150 pg of cDNA was used to generate Illumina compatible sequencing libraries with the NexteraXT library preparation kit (Illumina, San Diego, CA, USA) per the manufacturer’s protocols. The amplified libraries were hybridized to the Illumina flow cell and amplified using the NextSeq550 DNA sequencer (Illumina, San Diego, CA, USA). Single end reads of 75 nt were generated for each sample.

#### 2.4.3. Analysis of RNA Sequencing and Statistical Analysis

Raw reads generated from the Illumina base calls were demultiplexed using bcl2fastq version 2.19.1. Quality filtering and adapter removal were performed using FastP version 0.20.0 with the following parameters: “--length_required 35 --cut_front_window_size 1 --cut_front_mean_quality 13 --cut_front --cut_tail_window_size 1 --cut_tail_mean_quality 13 --cut_tail -y -r”. Processed/cleaned reads were then mapped to the Mus musculus reference genome (GRCm38.p6 + Gencode-M22 Annotation) using STAR_2.7.0f with the following parameters: “—twopass Mode Basic --runMode alignReads --outSAMtype BAM SortedByCoordinate–outSAMstrandField intronMotif --outFilterIntronMotifs RemoveNoncanonical –outReads UnmappedFastx”. Gene-level read quantification was derived using the subread-1.6.4 package (featureCounts) with a GTF annotation file (Gencode M22) and the following parameters: “-s 0 -t exon -g gene_name”. Differential expression analysis was performed using DESeq2-1.22.1, with a *p*-value threshold of 0.05 within R version 3.5.1: https://www.R-project.org/ (last accessed 9 March 2021). A PCA plot was created within R using the pcaExplorer to measure sample expression variance. Heatmaps were generated using the pheatmap package and were given the rLog transformed expression values. Gene ontology analyses were performed using the EnrichR package. Statistical analysis for the bulk sequencing data was performed using R or acquired from GeneOntology (PANTHER). Significance is defined as *p* < 0.05.

### 2.5. Spatial Transcriptomics

#### 2.5.1. Sample Preparation

We isolated hearts from mice at 3, 7, 14, and 21 days after they received an apical resection surgery at P2. For cryosection histology, hearts were oriented directly into a cryomold with Optimal Cutting Temperature media. The cryomold was subsequently placed into a prechilled bath of supercooled isopentane, with care taken not to introduce bubbles or alter the orientation of the heart. After OCT was completely frozen, hearts were transferred onto dry ice and stored at −80 °C until they were sectioned. Based on the results of Masson’s Trichrome stained sections, a single representative heart from each timepoint was used for spatial transcriptomics. One hour prior to sectioning, slides and hearts were equilibrated in the prechilled cryostat at −17 °C. Cryosections (12 µm) were cut and placed carefully onto the specified capture area (containing the barcoded probes) on the 10X Visium Spatial Gene Expression Slide (10X Genomics, Pleasanton, CA, USA). Upon placing all sections appropriately on the slide, the slide was stored at −80 °C for up to a week.

For H&E staining and imaging of the tissue section that would subsequently be used for sequencing, tissue sections were fixed in methanol and were H&E stained, following the Visium Methanol Fixation and H&E Staining guide. Briefly, the slides were incubated for 1 min at 37 °C prior to a 30-min incubation at −20 °C in prechilled methanol. Slides were uniformly covered with 500 µL isopropanol and incubated at room temperature for 1 min. Slides were air dried for up to 10 min before a 7 min incubation at room temperature with 1 mL hematoxylin. Slides were washed by dipping the slide in fresh water 15×). Slides were incubated with 1 mL Bluing Buffer at room temperature for 2 min before dipping the slide in water (5×). Slides were incubated with 1 mL Eosin for 1 min at room temperature before dipping the slide into water (15×). Slides were incubated on a thermocycler (BioRad) for 5 min at 37 °C before imaging on a VS120 Slide Scanner (Olympus, Center Valley, PA, USA). Images were saved for each capture area as a 2000 × 2000 pixel TIFF for downstream analysis.

#### 2.5.2. mRNA Capture and Library Generation

After permeabilization optimization per the Visium protocol, tissue was permeabilized for 18 min and poly-adenylated mRNAs were released and captured by poly-dT oligos within the Visum slide capture area. Reverse transcription was performed to produce full-length cDNA using the Visium Spatial Gene Expression Kit, as per the manufacturer’s recommendation. cDNA was assessed by KAPA qPCR to determine optimal cycle numbers for cDNA amplification. Post-amplification, cDNA was purified using SPRISelect beads (ThermoFisher) and quality was assessed with the Qubit Flourometer (Life Technnologies, Carlsbad, CA, USA) and the Agilent Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). An amount of 25% of total cDNA yield was used to generate Illumina-compatible sequencing libraries with the Visium Library Construction Kit. Enzymatic fragmentation and size selection was used to optimize the cDNA amplicon size and indexed sequencing libraries were constructed by End Repair, A-tailing, Adaptor Ligation, and PCR. The amplified libraries were hybridized to the Illumina flow cell and sequenced using the NovaSeq 6000 sequencer (Illumina, San Diego, CA, USA) following the sequencing requirements in the Visium Spatial Gene Expression manual of 28 × 10 × 10 × 90.

#### 2.5.3. Statistical Analysis of RNA Sequencing Data

The 10x SpaceRanger software (v1.0) was used to perform demultiplexing and derive the raw count values for each barcoded spot. Loupe Browser was used in validation studies to assign regions from the captures to a particular structure using anatomical segmentation. Using the lasso tool, barcoded spots, corresponding to the identified anatomical regions, were selected on Loupe Browser (10X Genomics). Significantly upregulated and downregulated genes within each region were selected from the gene lists generated by the Loupe Browser. Significance was determined by a value of *p* < 0.05 and a fold change of 2 or greater. Significant genes were subsequently analyzed for biological gene ontology terms using PANTHER.

Seurat (v4.0) was used to analyze and integrate the captures for cross-capture comparisons. We applied cell cycle scoring per Seurat standards after mapping the human genes included within Seurat’s package to the mouse using biomaRt: https://satijalab.org/seurat/articles/cell_cycle_vignette.html (last accessed 9 March 2021). While we labelled spots by their cell cycle, we did not regress out the cell cycle features for the purposes of clustering. Marker genes for cross-capture cell types were determined using FindAllMarkers and used for pathway enrichment within enrichR (v3.0) and clusterProfiler (v3.18.1). Cell type clusters residing in the scar of the apex were subsetted out, renormalized, and used to generate a pseudotime trajectory with a monocle (v2.18.0). Marker genes from the generated pseudotime states were used within enrichR and clusterProfiler for further pathway enrichment. All statistical analysis were performed using R. Significance is defined as *p* < 0.05.

## 3. Results

### 3.1. Acquisition of the Secretory Cardiac Fibroblast Phenotype Corresponds with the Loss of Regenerative Potential

The primary source of ECM in the heart is resident cardiac fibroblasts, which respond to cardiac insult by generating a fibrotic scar [36,37]. Following cardiac insult in zebrafish, fibroblast activation appears to be transient, and the scar subsequently resolves as the heart regenerates [19,38]. Since immature CM maintains a proliferative potential, the neonatal heart regenerates after an injury that occurs shortly after birth [5]. Cardiac insult prior to CM becoming post-mitotic results in a resolving scar, while an injury after this time produces an irreversible scar. To interrogate the fibroblast response in regenerative cardiac injury, compared to non-regenerative injury, we used the Tcf21^MerCreMer^ mouse line, which expresses the tamoxifen-inducible Cre recombinase in resident cardiac fibroblasts (Figure 1A) [39,40]. To track cardiac fibroblasts during repair from apical resection surgery, Tcf21^MerCreMer/+^; Rosa^mTmG/+^ pups were injected with tamoxifen at P1, and then given an apical resection or sham surgery at P2 (regenerative timepoint) or P10 (non-regenerative timepoint) (Figure 1B). Immunofluorescence imaging revealed an accumulation of GFP+ and PDGFRα+ fibroblasts with postnatal age, and within the cardiac apex following an apical resection injury when compared to the sham controls (Figure 1C). We note that Tcf21-lineage fibroblasts did not completely overlap with PDGFRα+ cells at this timepoint.

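For bulk RNA sequencing, GFP+ cells were sorted from the apical part of the ventricles of Tcf21-MerCreMer; Rosa-mTmG pups, in which tamoxifen switches on membrane GFP in the Tcf21 lineage. The 18 libraries form 6 groups of 3, namely P2 baseline, P2 sham +3 days, P2 resected +3 days, P10 baseline, P10 sham +3 days and P10 resected +3 days. The paper's text and the sample labels give neither the sex of the pups nor how many pups went into a library. RNA was amplified with a SMARTer kit, made into Nextera XT libraries and sequenced from a single end. The authors trimmed the reads with FastP, mapped them to GRCm38 with STAR, and counted those on the exons of each GENCODE M22 gene symbol with featureCounts, without regard to strand. The deposited values are these counts, without normalization. Between 10462737 and 22980554 reads per library were counted on genes. The median total was 19852906 at P2 baseline, 20031416 at P2 sham +3 days and 19460218 at P2 resected +3 days. It was 17445283 at P10 baseline, 21099151 at P10 sham +3 days and 16831545 at P10 resected +3 days. From these counts, library sizes were scaled by edgeR's TMM method, and levels are given as CPM, counts scaled to a common library size. All 18 libraries entered one fit with a mean for each group, so that every comparison shares one estimate of the spread. The filterByExpr filter kept 16170 of the 55453 gene symbols for testing, and a gene counted as differentially expressed at an adjusted p under 0.05. Positions of genes are those of the GENCODE M21 annotation of GRCm38, 1 release before the one the authors counted on. Tcf21 was at 293 ± 16.9 CPM (SD, n = 3) at P2 baseline and 317 ± 75.5 CPM (SD, n = 3) at P10 baseline. The log2 fold change of Tcf21 was 0.11 (standard error 0.26, adjusted p = 0.873 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which became -0.02 without P10 baseline replicate 3. Genes were also counted at equal totals, by drawing the smallest total from each library in its own proportions, with replacement. Such a draw loses genes even in the smallest library, P10 baseline replicate 3, which went from 15062 to 14735 genes. In these draws, P2 resected +3 days libraries detected 17884 to 18943 genes and P2 sham +3 days libraries 15480 to 16318. At P10 the ranges were 16327 to 18284 genes after resection and 15494 to 15686 after sham surgery.

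**Figure D1:**
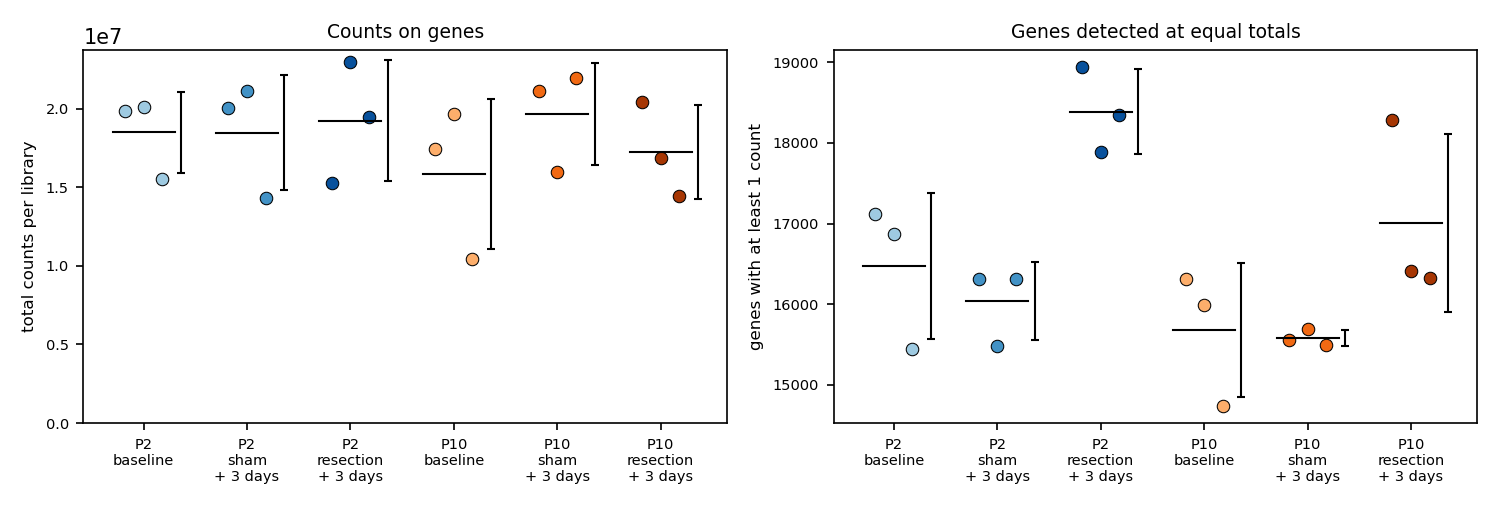
Total counts on genes per library (left) and genes with at least 1 count in a draw of equal totals (right) for the 6 groups. Each library is 1 point, with a line at the group mean and a bar of 1 SD. The 3 P2 resected +3 days libraries, at 17884 genes or more, lie above all P2 sham +3 days libraries, which reach 16318.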

To identify the phenotypic changes occurring in response to heart maturation or injury within the regenerative and non-regenerative time points, we next collected GFP-labeled TCF21-lineage fibroblasts via FACS at 3 days post-injury (dpi) or sham surgery, and also from un-manipulated mice at P2 and P10 (Figure 1C). 

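Variation among the 18 libraries was examined by PCA of DESeq2's rlog values for the 500 most variable genes, centred and not scaled. The methods name pcaExplorer for this step without the number of genes. PC1 held 46.8% of the variance and PC2 held 14.2%. On PC1 the P2 groups averaged -19.7 ± 0.139 (SD, n = 3) at baseline, -13.2 ± 5.90 after sham surgery and -10.3 ± 2.32 after resection. The P10 groups averaged 7.31 ± 6.22 (SD, n = 3), 19.5 ± 2.05 and 16.4 ± 4.95, in the same order. Every P10 library scored above every P2 library, and the difference was 1.80 SD of the scores (two-sided exact permutation test, p = 4.11e-05, the smallest that 9 libraries against 9 allow). On PC2, resected libraries averaged -2.72 ± 3.09 at P2 and -9.91 ± 9.40 at P10, and sham libraries averaged 4.47 ± 7.73 and 2.21 ± 8.82 (SD, n = 3 each). With labels exchanged within each age, the PC2 difference between resected and sham libraries was -1.10 SD (two-sided exact permutation test, p = 0.05, which is at the threshold and not under it). Without P10 resected replicate 3 the difference was 0.36 SD (p = 0.62 from the same exact test), but the PC2 scores of that fit correlated with those above at only 0.48, so that it is largely another axis. With 2000 genes it was -0.54 SD (exact p = 0.37) and with all genes tested -0.41 SD (exact p = 0.48), while with log2 CPM in place of rlog values it was -1.47 SD (exact p = 0.01). The PC2 scores from log2 CPM correlated with those above at 0.45.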

Following bulk RNA sequencing, the principal component analysis (PCA) revealed distinct transcriptional signatures based on postnatal age, and in response to apical resection surgery (Figure 1D). 

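Resected and sham fibroblasts collected at P5, 3 days after surgery at P2, were compared with 3 libraries in each group. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes were differentially expressed, and the smallest adjusted p was 1. An unadjusted p under 0.05 was reached by 730 genes, which is 4.51% of those tested, and DESeq2's Wald test called 17 genes. The alternatives that moved this count most were DESeq2 with P2 sham +3 days or with P10 baseline as the reference level of its fit, settings chosen after seeing the data, which called 32 each. The CPM of 1369 genes (8.47%) did not overlap between the groups, where chance gives 10%. Nbas, on chromosome 12 of GRCm38 from 13269133 to 13583811, was at 49.2 ± 9.83 CPM (SD, n = 3) after resection and 19.1 ± 3.92 CPM (SD, n = 3) after sham surgery. Its log2 fold change was 1.36 with a standard error of 0.30. Arg1, on chromosome 10 from 24915221 to 24927484, was at 7.58 ± 7.96 CPM (SD, n = 3) after resection and had no count in any sham library. Arg1 was therefore at least 148-fold higher, against 3 counts over the summed size of the sham libraries. Its level rested on replicates 1 and 2, with 273 and 154 counts, while replicate 3 had 3. The bound was 65.8-fold without P2 resected replicate 1, and 93.5-fold and 93.1-fold without P2 sham replicates 1 and 2. A list of 15 macrophage genes averaged 3.95, 3.09 and 0.780 log2 CPM in P2 resected replicates 1, 2 and 3. It averaged 1.97 and 2.81 in P2 sham replicates 2 and 3, which had no count of Arg1. Whether the Arg1 RNA came from macrophages was not tested. With each of the 6 libraries left out in turn, edgeR's count stayed at 0.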

Surprisingly, despite the expansion of TCF21-lineage fibroblasts at the apex of the heart following resection, we only identified 25 differentially expressed genes (DEGs) between sham or resection surgery groups at P2 +3 days (Figure 1E and Table S1). 

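Among the genes of Table S1, Dgkb and Dgkg encode diacylglycerol kinases, which make phosphatidic acid, and Gpat2 encodes a glycerol-3-phosphate acyltransferase, which makes its precursor. All 3 had low counts. Dgkb lies on chromosome 12 of GRCm38 from 37817726 to 38634239 and was at 1.48 ± 0.395 CPM (SD, n = 3) after resection and 0.0435 ± 0.0753 CPM (SD, n = 3) after sham surgery. These levels rest on 85 and 2 counts, a ratio of 42.4 with an exact 95% counting interval of 11.4 to 356. Both sham counts were in P2 sham replicate 3, without which Dgkb was at least 21.4-fold higher, and the ratio was 26.8 (interval 7.20 to 225) and 26.7 (interval 7.17 to 224) without P2 sham replicates 1 and 2. The interval covers counting error only, as reads without molecular identifiers are not independent molecules. Dgkg, on chromosome 16 from 22468461 to 22657221, was at 1.42 ± 0.440 CPM (SD, n = 3) after resection and had no count after sham surgery, so that it was at least 27.8-fold higher (17.6-fold and 17.5-fold without P2 sham replicates 1 and 2). The exons of Dgkg share 0.8% of their bases with Gm15651 on the other strand. Gpat2, on chromosome 2 from 127425199 to 127436092, was at 0.706 ± 0.832 CPM (SD, n = 3) after resection and without counts after sham surgery, at least 13.8-fold higher. The groups overlapped for Gpat2, since P2 resected replicate 1 had no count either, and P2 baseline replicate 2 had 90 counts of Gpat2. The bound for Gpat2 was 4.83-fold without P2 resected replicate 2, 20.7-fold without P2 resected replicate 1, and 8.71-fold and 8.67-fold without P2 sham replicates 1 and 2. The adjusted p of each of these genes was 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gene ontology enrichment was not recomputed, as no ontology annotation was used here.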

DEGs at P2 resection vs. sham were enriched in pathways associated with phosphatidic and glycerophospholipid biosynthesis (Figure S1A). Likewise, apical resection surgery at P10 significantly altered the expression of only 36 genes, which were associated with the regulatory control of organelle and cellular components (Figure 1E, Figure S1B and Table S2). In contrast, the transcriptome of fibroblasts obtained within the regenerative window (P2 baseline, P2 sham +3 days, and P2 resected +3 days) was significantly different from fibroblasts obtained within the non-regenerative window (P10 baseline, P10 sham +3 days, and P10 resected +3 days), regardless of surgical intervention (Figure 1D). 

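The P10 resected and sham libraries were collected at P13. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes were differentially expressed, with a smallest adjusted p of 0.626. At an unadjusted p under 0.05 there were 661 genes (4.09%), and DESeq2's Wald test called 39. The groups did not overlap for 1403 genes (8.68%), again under the share that chance gives, which is 10%. Without P10 sham replicate 2, edgeR called 5 genes. Timp1, on the X chromosome of GRCm38 from 20870166 to 20874735, was at 304 ± 176 CPM (SD, n = 3) after resection and 60.2 ± 9.75 CPM (SD, n = 3) after sham surgery, a log2 fold change of 2.33 (standard error 0.45). Ccn2, on chromosome 10 from 24595442 to 24598683, was at 745 ± 113 against 280 ± 31.3 CPM (SD, n = 3 each). The antisense gene Gm15270 covers 23.2% of the exon bases of Ccn2, and the counting did not use strand. Kif20a, on chromosome 18 from 34624613 to 34633277, was at 24.8 ± 14.7 against 3.80 ± 2.91 CPM (SD, n = 3 each), with 29.3% of its exon bases shared with Cdc23 on the other strand. Kif20a was called without P10 sham replicate 2. Arg1 averaged 43.5 ± 47.0 CPM (SD, n = 3) after resection at P10 and had no count after sham surgery, at least 823-fold higher. Replicate 2 held 1532 of its counts, against 454 in replicate 1 and 138 in replicate 3. Without P10 resected replicate 2 the mean was 16.6 CPM and the bound 314-fold. Without P10 sham replicates 1 and 3 the bound was 532-fold and 515-fold. The macrophage list averaged 4.16, 4.94 and 1.56 log2 CPM in P10 resected replicates 1, 2 and 3. In P10 sham replicates 1, 2 and 3 it averaged 1.92, 3.58 and 3.30. Here too, macrophages as the source of the Arg1 RNA were not tested. Polq was at least 22.3-fold higher, with overlapping groups (8.92-fold without P10 resected replicate 2, and 14.5-fold and 14.0-fold without P10 sham replicates 1 and 3). Xist was at least 150-fold lower (87.8-fold without P10 resected replicate 1), but this came from P10 sham replicate 3 alone. That library had 586 counts of Xist and no count of Y-linked genes. The other P10 sham and all P10 resected libraries had counts of Y-linked genes and none of Xist. The difference is therefore one of sex in that library, and is not shown to be a response to resection. Of the 25 genes that the paper's Table S1 lists, 25 changed in the same direction in these counts and 23 had an unadjusted p under 0.05. In 13 of them a compared group had no count, and in 11 of them 1 library held over 50% of the counts. Of the 36 genes in the paper's Table S2, 36 changed in the same direction and 33 had an unadjusted p under 0.05. A compared group had no count for 16 of them, and 1 library held over 50% of the counts for 18. Arg1 is the 1 gene in both tables. Both tables were made from these same libraries, so that the shared directions and small p-values are not independent evidence.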

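The 9 libraries of the non-regenerative window were set against the 9 of the regenerative window as the difference between the means of the 3 groups on each side. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2183 genes were differentially expressed, 1149 higher and 1034 lower in the P10 window. The setting that moved this count most was limma's voom with sample quality weights, which called 4569. With each library left out in turn, the count lay between 1680 and 2987. Between the sham groups alone, 515 genes were differentially expressed, 249 higher and 266 lower at P10. This became 322 without P10 sham replicate 1, 312 without P10 sham replicate 3 and 327 without P2 sham replicate 3. Between the resected groups the count was 139, with 101 higher and 38 lower at P10. It became 51 without P10 resected replicate 3, 88 without P2 resected replicate 1, 30 without P2 resected replicate 2 and 43 without P2 resected replicate 3. Hmcn2, on chromosome 2 of GRCm38 from 31314415 to 31460738, encodes a hemicentin of the extracellular matrix. It was at 187 ± 88.8 CPM (SD, n = 9) in the P10 window and 3.14 ± 2.30 CPM (SD, n = 9) in the P2 window, a log2 fold change of 6.17 (standard error 0.33, adjusted p = 3.21e-09 from the same edgeR quasi-likelihood test). Dlk1, on chromosome 12 from 109452823 to 109463336, went the other way, from 882 ± 318 CPM (SD, n = 9) in the P2 window to 220 ± 148 CPM (SD, n = 9) in the P10 window. Its log2 fold change was -2.20 (standard error 0.21, adjusted p = 2.38e-06 from the same edgeR test).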

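Un-manipulated fibroblasts from P10 hearts were compared with those from P2 hearts, with 3 libraries each. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 709 genes were differentially expressed, 438 of them higher and 271 lower at P10. Of all genes tested, 3616 (22.4%) had no overlap between the groups, where chance gives 10%, and these included 696 of the 709. The count varied with single libraries. It was 1207 without P10 baseline replicate 1, 264 without replicate 2 and 345 without replicate 3. It was 289, 346 and 435 without P2 baseline replicates 1, 2 and 3. DESeq2's Wald test called 1670 genes, and voom with sample quality weights called 3645. Complete-linkage clustering of the 6 baseline libraries used Euclidean distances between their rlog values over the genes tested. The distance between P2 libraries ranged from 46.8 to 63.4, between P10 libraries from 51.2 to 91.3, and between a P2 and a P10 library from 74.4 to 93.6. P10 baseline replicate 1 joined the branch of the P2 libraries. Vtn, on chromosome 11 of GRCm38 from 78499091 to 78502324, is also on a list of mural cell markers and was at 138 ± 45.3 CPM (SD, n = 3) at P10 and 0.957 ± 1.22 CPM (SD, n = 3) at P2. Its log2 fold change was 7.12 (standard error 0.72, adjusted p = 3.12e-05 from the same edgeR test). The fibroblast marker Pdgfra was at 529 ± 269 CPM (SD, n = 3) at P10 and 413 ± 148 CPM (SD, n = 3) at P2. Its log2 fold change of 0.36 (standard error 0.40, adjusted p = 0.705 from the same edgeR test) was within the spread and became -0.14 without P10 baseline replicate 1.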

Hierarchical clustering revealed considerable transcriptional differences in fibroblasts obtained from P2 and P10 hearts at baseline (Figure 1F and Table S3). 

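Genes that drive division were compared between the baseline groups, 3 libraries each. Cdk1 encodes the cyclin-dependent kinase of mitosis and lies on chromosome 10 of GRCm38 from 69335146 to 69352938. It was at 155 ± 16.8 CPM (SD, n = 3) at P2 and 35.2 ± 13.9 CPM (SD, n = 3) at P10, a log2 fold change of -2.14 from P2 to P10 (standard error 0.46, adjusted p = 0.0126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The cyclin gene Ccna2, on chromosome 3 from 36564865 to 36572150, fell from 134 ± 2.84 to 23.4 ± 14.4 CPM (SD, n = 3 each), a log2 fold change of -2.51 (standard error 0.45, adjusted p = 0.00408 from the same edgeR test). Exosc9 on the other strand covers 12.5% of the exon bases of Ccna2, and the counting did not use strand. Ccnb1, on chromosome 13 from 100778650 to 100786570, fell from 67.3 ± 9.94 to 10.1 ± 6.44 CPM (SD, n = 3 each), with a log2 fold change of -2.73 (standard error 0.55, adjusted p = 0.00966 from the same edgeR test). Its value is uncertain because 3 near-identical copies, Ccnb1-ps, Gm12856 and Gm8416, could have shared its reads. Ccnb2, on chromosome 9 from 70407692 to 70421547, fell from 106 ± 24.1 to 29.1 ± 4.89 CPM (SD, n = 3 each), with a log2 fold change of -1.87 (standard error 0.37, adjusted p = 0.00789 from the same edgeR test). Without P10 baseline replicate 2 or replicate 3, Cdk1 and Ccnb1 were no longer called. Over all settings, the adjusted p of Cdk1 from edgeR or the tools set against it ranged from 1.54e-07 to 0.0718, and that of Ccnb1 from 3.22e-08 to 0.0601. All 4 genes were lower in every P10 than in every P2 baseline library. A list of 97 S and G2/M phase genes, those shipped with the Seurat package, had a median log2 fold change of -1.83, and 95 of the 97 genes were lower at P10. Of these, 39 were differentially expressed over all genes tested and 81 when adjusted over the list alone. The adjusted p of the list was 1.51e-49 from limma's camera test, which presets the correlation between genes, and 4.32e-05 from limma's fry test, which does not.

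**Figure D2:**
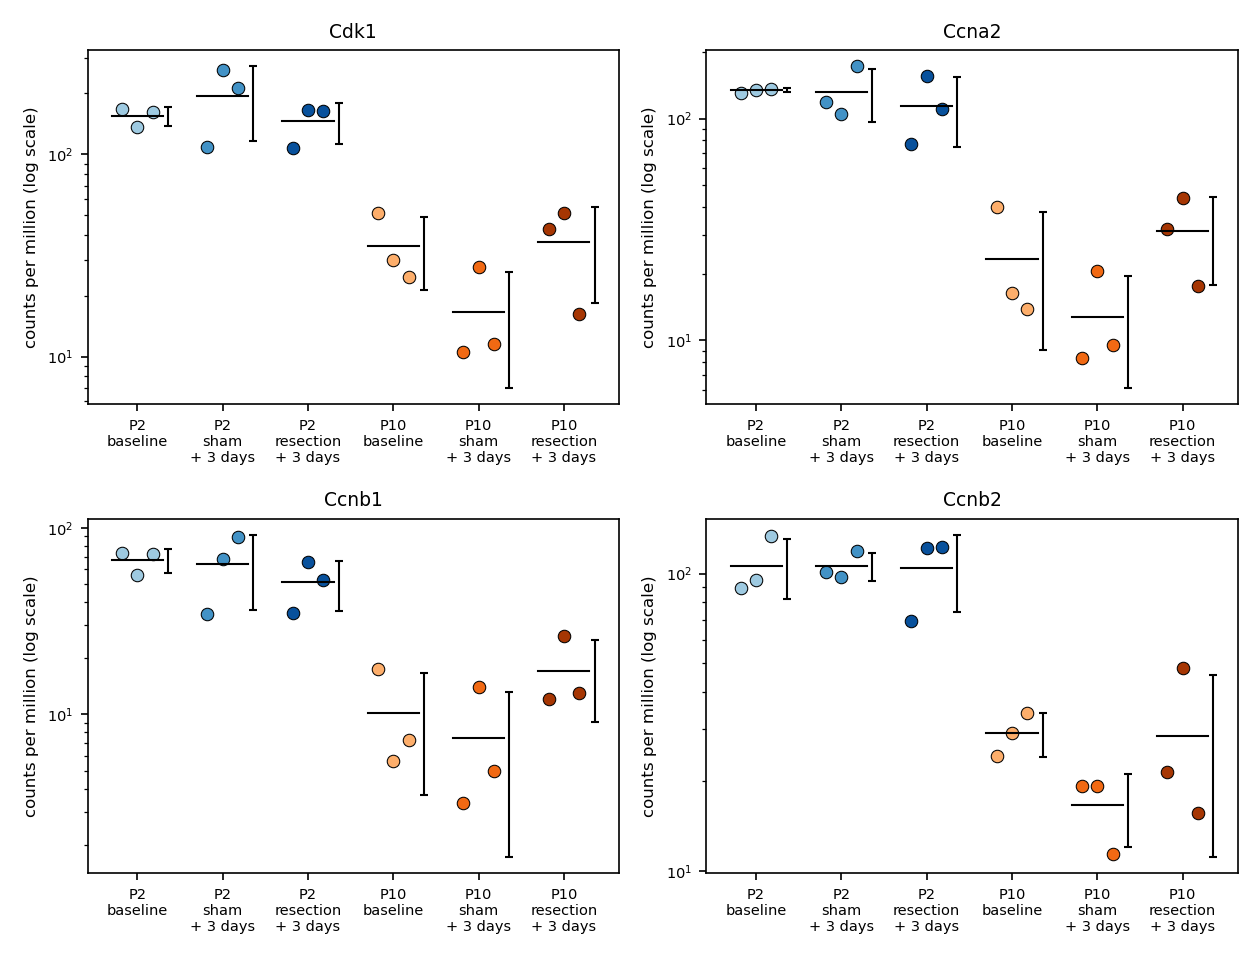
CPM on a log axis of Cdk1, Ccna2, Ccnb1 and Ccnb2 in the 6 groups, with 1 point per library, a line at the group mean and a bar of 1 SD. For each gene the 3 P2 baseline libraries lie above the 3 P10 baseline libraries.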

Genes that were upregulated in fibroblasts at P2 when compared to P10 include *Cdk1*, *Ccna2*, *Ccnb1,* and *Ccnb2*, revealing an enrichment in Gene Ontology (GO) terms associated with proliferative pathways, such as the cell cycle, chromosome organization, and cell division (Figure 1G). Genes that are upregulated in fibroblasts at P10 include *Pcolce2*, *Thbd*, and *Cilp*, revealing an enrichment in GO terms related to a secretory phenotype, including extracellular matrix organization, regulation of cell communication, and system development (Figure 1H). 

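Pcolce2, which encodes an enhancer of procollagen processing, lies on chromosome 9 of GRCm38 from 95637601 to 95698096. It rose from 9.70 ± 2.55 CPM (SD, n = 3) at P2 baseline to 131 ± 21.7 CPM (SD, n = 3) at P10 baseline, a log2 fold change of 3.75 (standard error 0.30, adjusted p = 3.47e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Thbd, the thrombomodulin gene on chromosome 2 from 148404466 to 148408188, rose from 17.4 ± 3.83 to 165 ± 4.87 CPM (SD, n = 3 each), a log2 fold change of 3.25 (standard error 0.29, adjusted p = 5.32e-06 from the same edgeR test). Cilp, on chromosome 9 from 65265180 to 65280605, encodes a secreted matrix protein and rose from 14.8 ± 2.68 to 150 ± 24.7 CPM (SD, n = 3 each). Its log2 fold change was 3.34 (standard error 0.77, adjusted p = 0.0193 from the same edgeR test). Cilp was no longer called without P10 baseline replicate 2 or without any 1 of the P2 baseline libraries, and over all settings its adjusted p from edgeR and the other tools ranged from 3.89e-16 to 0.0976. Pcolce2 and Thbd kept their call under every setting tried. All 3 genes were higher in every P10 than in every P2 baseline library. A list of extracellular matrix genes, drawn up by gene family without Pcolce2 and Cilp, had 144 members among the genes tested. Its median log2 fold change was 0.58, with 105 genes higher at P10. Over all genes tested, 32 of its genes were called higher and 2 lower, and when adjusted over the list alone 42 higher and 2 lower. The adjusted p of this list was 1.75e-12 from camera and 0.00899 from fry. RNA from mural cells, whose marker list also rose at P10, was not tested as a cause.

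**Figure D3:**
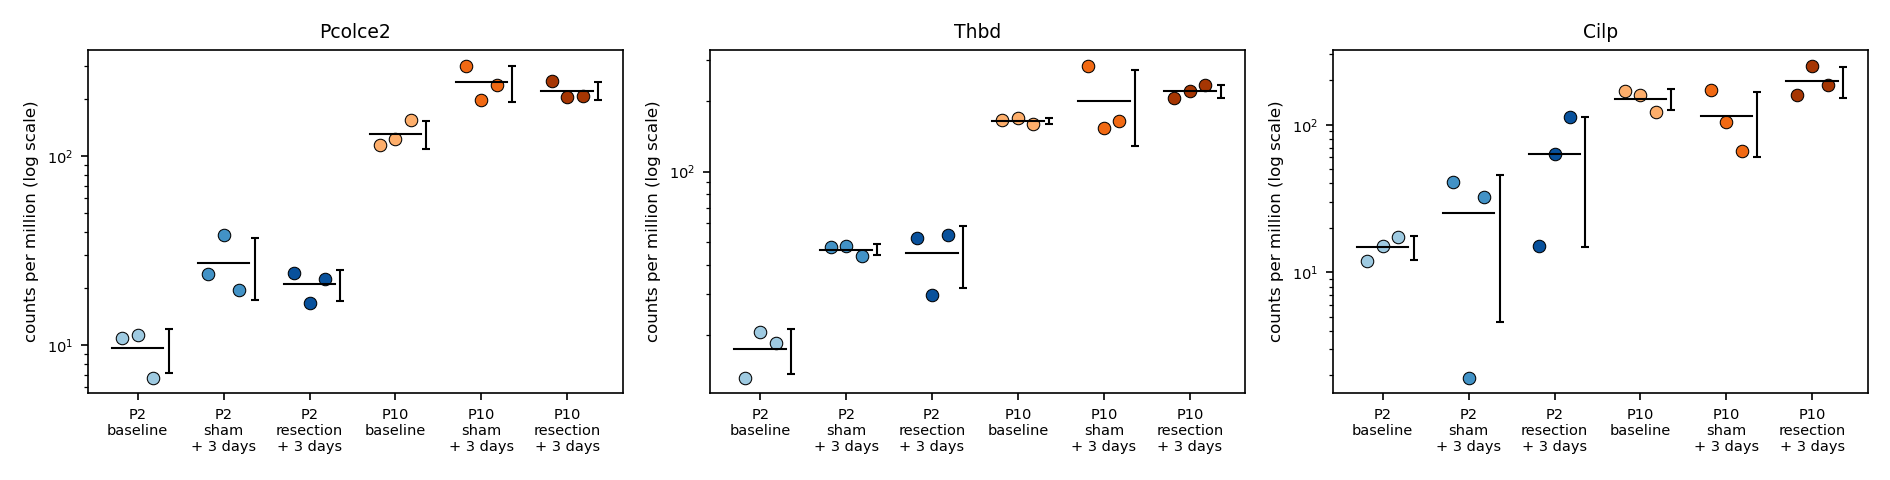
CPM on a log axis of Pcolce2, Thbd and Cilp in the 6 groups, with 1 point per library, a line at the group mean and a bar of 1 SD. For each gene the 3 P10 baseline libraries lie above the 3 P2 baseline libraries.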

Importantly, while bulk RNA-seq identified bias towards a secretory fibroblast gene program in the non-regenerative period that may predispose the heart to scar formation, this study did not reveal major changes in fibroblasts following injury. It is possible that bulk RNA-sequencing lacks the sensitivity to detect changes that occur in a limited number of fibroblasts that respond to injury, especially in the context of the broad phenotypic changes we observed during postnatal maturation.

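The cell cycle and extracellular matrix lists were also compared between resected and sham fibroblasts. After resection at P2, the extracellular matrix list had a median log2 fold change of 0.41 (adjusted p = 3.71e-17 from camera and 0.0155 from fry), with 121 of 144 genes higher. In this comparison 3 of its genes passed when adjusted over the list alone and 0 over all genes tested. At P10 the median of this list was 0.16, with 100 genes higher (adjusted p = 3.16e-04 from camera and 0.174 from fry), and 1 gene passed over the list alone. The cell cycle list had a median of -0.12 after resection at P2, with 71 of 97 genes lower (adjusted p = 6.74e-04 from camera and 0.615 from fry). After resection at P10 its median was 0.82, with 85 genes higher (adjusted p = 1.53e-25 from camera and 0.0179 from fry), and 6 genes passed when adjusted over the list alone. The resection effect on the cell cycle list at P10 minus that at P2 was 0.91 (adjusted p = 1.22e-27 from camera and 0.0345 from fry). For the extracellular matrix list this difference was -0.24 (adjusted p = 2.51e-05 from camera and 0.278 from fry). With a library left out, the median of the extracellular matrix list was 0.80 at P2 without P2 sham replicate 1, and at P10 0.48 without P10 sham replicate 1 and 0.091 without P10 sham replicate 3, where camera no longer called it. That of the cell cycle list was 0.54 at P10 without P10 resected replicate 2. At P2 it was -0.031 without P2 resected replicate 1, no longer called by camera, -0.26 without P2 resected replicate 2, and -0.18 and -0.059 without P2 sham replicates 2 and 3. The difference between the ages for the extracellular matrix list changed sign without P10 sham replicate 1 (0.052). It was -0.059 without P2 resected replicate 3, -0.53 without P2 sham replicate 1 and -0.12 without P2 sham replicate 2 or 3. With 3 libraries against 3, exchanging whole libraries cannot give a p below 0.1. In the paper, genes higher at P10 had enriched GO terms of a secretory kind (Figure 1H). The paper states that bulk RNA-seq identified a bias towards a secretory program in the non-regenerative period. It proposes that this program may predispose the heart to scarring, and states that major changes following injury were not found.

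**Figure D4:**
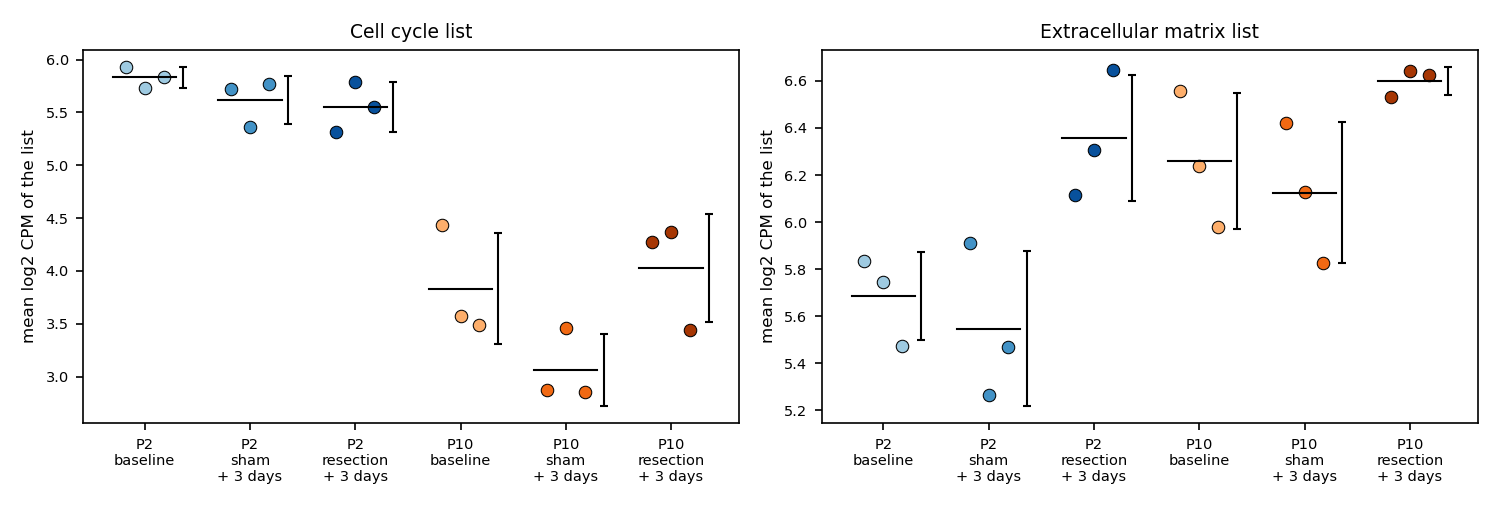
Mean log2 CPM of the cell cycle list (left) and the extracellular matrix list (right) in the 6 groups, with 1 point per library, a line at the group mean and a bar of 1 SD. The cell cycle list averages 3.06 at P10 sham +3 days and 4.03 at P10 resected +3 days, with overlapping groups. The extracellular matrix list averages 5.55 at P2 sham +3 days and 6.36 at P2 resected +3 days.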

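What these libraries could detect was measured on simulated counts with the library sizes of the real ones. Each gene had its mean over all real libraries and the spread that edgeR estimated for it. In each design 200 genes were changed by a known amount, and 100 others were shifted by a log2 fold change of 0.5 as a list. In the design of P2 resected against sham, edgeR recovered 4.48% of genes changed by a log2 fold change of 1, 46.8% of those changed by 2 and 72.2% of those changed by 3. In the design of P10 resected against sham, it recovered 4.29%, 42.2% and 66.7% of these genes. DESeq2 recovered 20.9%, 72.2% and 87.0% in the P2 design, with 58 false calls among 177, where edgeR made 1 false call among 80. In the P10 design DESeq2 recovered 21.4%, 70.3% and 81.8%, with 55 false calls among 171, and edgeR made 4 among 79. Calls among the 100 genes shifted by 0.5 count as neither recovered nor false. DESeq2's 177 calls in the P2 design thus held 118 recovered genes and 58 false calls. Because the simulated spread came from edgeR's own fit, these false calls do not measure DESeq2's rate in the real libraries. The tools were not run on the same number of genes. edgeR had 15429 in the P2 design and 15425 in the P10 design, and DESeq2 had 16170 in both. The simulated fold changes are averages over all cells of a library.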

### 3.2. Interrogating Postnatal Heart Maturation and Regeneration Using Spatial Transcriptomics

#### 3.2.1. Verifying Efficacy of Spatial Transcriptomics

Functionally meaningful transcriptional changes that occur only within a small region of tissue may be overwhelmed by transcripts from the rest of the tissue when using bulk RNA-sequencing approaches. To address spatially restricted transcriptional programs in postanal heart maturation that may contribute to cardiac regeneration, we utilized spatial transcriptomics, a technique to integrate gene expression data and location within a histological tissue section [33]. The neonatal heart was resected at P2 and collected at 3, 7, 14, and 21 dpi for spatial transcriptomics (Figure 2A). Freshly cryopreserved hearts were sectioned and placed on one of four capture areas on a 10X Visium slide, which each contains ~5000 spots with unique spatially barcoded capture oligo probes. H&E staining and high-resolution imaging was performed prior to the permeabilization of tissue and mRNA capture, to allow for the cross-referencing of transcriptomics data to histological features. Following permeabilization, mRNAs released from the tissue section were captured by polyT tails on the capture probe for library preparation and RNA-sequencing. Each sequencing read was then be mapped to a location in the H&E image corresponding to the spatial barcode (Figure 2B). Following RNA-sequencing, we first validated that spatial transcriptomics recapitulates the pattern of genes known to exhibit restricted expression within the heart. Using Loupe Browser, we manually assigned a capture spot to a cardiac structure, including atria, ventricles, outflow tract, scar, and extracardiac tissue, using anatomical segmentation (Figure 2C,D). Extracardiac tissue was specified as any tissue beyond the natural apex of the heart and scar tissue was defined as fibrotic tissue within the heart, based on H&E staining.

Rank ordering of genes enriched in the ventricles when compared to the atria (Figure S2A) revealed the expected enrichment in *Myl2* (myosin light chain 2), while the atria robustly expressed *Nppa*, *Fgf12,* and *Sln* (Figure 2E) [41,42,43]. Of note, we observed an initial enrichment of *Myh7* and *Myh7b* in the ventricles at P5, which subsided over the course of postnatal heart maturation, reflecting myosin isoform switching (Figure 2E). We also investigated the differences between the left and right chambers as defined anatomically (Figure S2B,C). When compared to the left atrium, the right atrium highly expressed genes associated with vascular development (*Adm* and *Hamp*) and cardiac growth (*Bmp10*) (Figure 2F) [44,45,46,47]. The left atrium was enriched in *Adamts8* at all timepoints analyzed [48]; at P5, the left atrium was especially enriched in *Pitx2*, which was previously shown to confer left atrial identity (Figure 2F) [49]. In contrast to the atria, differences between the left and right ventricles as defined by spatial transcriptomics were less remarkable (Figure 2G). As expected, we observed an enrichment of *Nppa* transcripts in the early postnatal left ventricle; however, by P16 there were few DEGs remaining. These results are generally consistent with single cell RNA-sequencing of microdissected chambers in the embryo [23].

#### 3.2.2. Cellular Resolution of Unbiased Spatial Transcriptomics

Since we verified spatial transcriptomics as a robust method to detect regional cardiac gene programs using a candidate approach, we next performed an unbiased transcriptomics analysis using Seurat. Uniform manifold approximation and projection (UMAP) analysis defined 17 unique transcriptional signatures (Figure 3A); some clusters appeared to be primarily composed of spots from a single postnatal timepoint. which displayed a strong correlation with developmental age but not with the cell cycle (Figure 3B,C). Integrating transcriptional information from the capture spots to spatial location revealed broad clustering within morphological structures such as the upper chamber, lower chamber, and scar, as well as detailed sub-clustering within chambers (Figure 3A,D). For example, transcriptional annotation defined the outflow tract and semiluminar valves (cluster seven), which showed highly specific localization within the tissue section (Figure 3D,E). Cluster seven is defined by 299 DEGs, including genes correlated with ECM remodeling (*Adamts2, Cilp2, Fbln1, Fmod Ltbp3,* and *Timp3*) [50,51,52,53,54,55]. The most enriched genes within cluster seven include *Fmod* and *Fbln5*, which mark the valves and ascending aorta, respectively (Figure 3F and Figure S3A). *Cilp2* was also highly enriched in valve tissue, in addition to the atria (Figure S3B). Upregulated gene expression programs in cluster seven include ECM organization, neutrophil and platelet degranulation (Figure S3C).

Importantly, the epicardium (cluster nine) and endocardium (cluster five) were also defined transcriptionally. Thus, spatial transcriptomics resolves a tissue comprised of a single layer of mesothelial or endothelial cells, respectively (Figure 3G–J). The single layer of epicardial cells was partially defined by the differential expression of 72 genes, including *Msln* (Figure 3F). Of note, we observed a thickening of the epicardial layer at P16, corresponding to 14 days post apical resection injury (Figure 3G). The endocardium was most apparent at P16 and P23, and was defined by the expression of 115 genes, including *Alas2*, which was unique to this tissue type (Figure 3J). Together, these data reveal the remarkable resolution of unbiased spatial transcriptomics, which is capable of defining a tissue type that is composed of a single cell layer.

#### 3.2.3. Atrial Chamber Maturation

We next investigated tissue-restricted gene profiles corresponding to postnatal chamber maturation. Unbiased clustering defined three primary atrial identities, (clusters 6, 11, and 12), all expressing high levels of *Sln* and *Nppa* (Figure 4A,B and Figure S4A). The left atrium was composed entirely of cluster six posts throughout all postnatal timepoints (Figure 4A), and is defined by 121 DEGs with a fold change of two or greater when compared to all other clusters in the computational analysis, including the notable expression of *Tbx5* and, *Sfrp1*, and *Pitx2* (Figure 4C, Figure S4B and Table S4) [49,56,57]. In contrast, the right atrium displays a striking enrichment in the expression of *Mlana* and *Bmp10* when compared to the left atrium, at all times (Figure 4D,E). Of note, the right atrium also exhibits a phenotypic shift between early and late postnatal stages. The right atrium is characterized by cluster 11 at P5 and P9, which shifts to an abundance of cluster 12 spots at P16 and P23, revealing that atrial identity is significantly influenced by postnatal age (Figure 4A,F). GO terms analysis defined a progression from extracellular matrix organization and tubulin/microtubule binding at P5 and P9, to cellular respiration at P16 and P23 (Figure 4G). At early postnatal timepoints, the right atrium is enriched in genes, including *Adm, Dbh, Hey1, Ryr3,* and *Smarcd3,* which have been correlated with the right atrium phenotype [57]. Additional cluster 11-enriched genes are associated with gap junctions (*Gja5*), angiogenesis, and inflammation (*Mdk*), as well as cytoskeletal components (*Tuba4a* and *Tuba8*) (Figure S4C and Table S4) [58,59,60]. Genes enriched in the mature right atrium cluster 12 include *Hamp*, *Cd207*, *Igfbp3*, and *Vwf* (Figure S4D and Table S4). Differentially expressed genes in cluster 12 are also associated with vesicular trafficking (*Doc2g*) and intracellular signaling (*Gng2*) [61,62].

#### 3.2.4. Ventricular Chamber Maturation

Spatial transcriptomics resolves ventricular tissue into 10 subpopulations that include the epicardium, endocardium, trabecular myocardium, compact myocardium, and ventricular septum (Figure 5A). GO term analysis, carried out on all ventricular tissue types as a function of postnatal age, revealed a general transition from extracellular matrix and cytoskeletal structural components to metabolism and oxidoreductase activity (Figure 5B). We observed the expected switch from *Myh7* to *Myh6* as postnatal heart maturation proceeded (Figure S5A,B). Interestingly, unbiased clustering also defined unique maturation signatures for the trabecular and compact myocardium. The trabecular myocardium is characterized by three transcriptionally distinct phases defined by clusters 1, 4 and 10 (Figure 5C). Cluster 10 is most abundant at P5, and gradually regresses, while cluster four primarily defines trabecular myocardium at transitional postnatal ages (P9 and P16). Cluster one is present at all ages, and becomes the predominant identity within P23 trabecular myocardium. Compact myocardium is defined by two independent clusters, initially represented primarily by cluster three, and becoming entirely composed of cluster two identity posts by P23 (Figure 5D). Visualization of the trabecular myocardium identity revealed an abundance of genes, such as *Bex1,* at early postnatal stages (Figure 5E,F) [63]. Transitional trabecular myocardium is especially enriched in *Lgals4* (Figure 5E,G), while the mature trabecular myocardium (cluster one) is represented by only eight DEGs; only one (*Nppa*) of these exhibited a fold change greater than two (Table S4). *Nppa* was downregulated at P23, as expected for a component of the fetal ventricular gene program. DEGs defining the later postnatal age compact myocardium in cluster two had functions related to cell motility (*Dynll1* and *Actg1*) and collagen deposition (*Col4a1* and *Col5a1*) [64,65]. In addition to *Myh7*, spatial transcriptomics also detected the significant suppression of *Tnni1* expression in the compact myocardium as the heart matured (Figure 5H,I). These data provide a novel framework to explore the transcriptional processes that impede the cell cycle and drive CM maturation in the postnatal heart, which may also be informative for regenerative medicine strategies.

### 3.3. Interrogating Regenerative Scar Resolution Using Spatial Transcriptomics

We next analyzed the spatial transcriptomics data to investigate the healing scar using Seurat, which revealed six scar subtypes composed of four clusters within the intracardiac scar, and two clusters within the extracardiac scar (Figure 6A,B). We also defined independent transcriptional signatures reflecting an early, intermediate, and late scar and a distinct border zone (BZ) region between the cardiac scar and healthy myocardium. We utilized Monocle to establish the developmental trajectory of the scar-associated spots, correlating postnatal age with phenotypic state (Figure S6A,B). Importantly, the pseudotime trajectory displayed a striking positive correlation with days post-injury (Figure 6C). The transcriptional identity of the intracardiac scar-associated states revealed an initial inflammatory response at 3 dpi, represented by an enrichment in Gene Ontology terms such as neutrophil chemotaxis and neutrophil migration in State one (Figure 6D and Figure S7A–D). The intracardiac scar later transitions to a fibrotic response at 7 and 14 dpi, represented by an enrichment in Gene Ontology terms such as ECM assembly, elastic fiber assembly, and ECM organization in States two and three (Figure 6D and Figure S7B–D). Finally, the intracardiac scar terminates with a contractile phenotype by 14 dpi, represented by enrichment of Gene Ontology terms such as muscle contraction, actin–myosin filament sliding, and cardiac muscle tissue morphogenesis in States four to six (Figure 6D and Figure S7E,F). Surprisingly, the end of the pseudotime was nearly entirely composed of 21 dpi spots displaying a lipogenic profile and residing outside of the confines of the heart (Figure 6C,D and Figure S7G).

#### 3.3.1. Bi-Phasic Deposition of ECM

To investigate the dynamics of extracellular matrix deposition and resolution in the regenerating heart, we next assessed the progression of scar resolution and remodeling, based on the distribution of denatured collagen using collagen-hybridizing peptide (CHP) at 3, 7, 14, and 21 days after a P2 apical resection. We observed strong and diffuse CHP staining at 3 dpi, which had slightly resolved by 7 dpi (Figure 6E). We observed a second peak of CHP staining at 14 dpi; unlike at 3 and 7 dpi, denatured collagen at 14 dpi appeared more compact and organized at the cardiac apex. Taken together, CHP staining revealed a biphasic trend of collagen deposition/remodeling, with an initial increase at 3 dpi followed by a more robust increase at 14 dpi. These timepoints are consistent with an initial burst of collagen secretion within the inflammatory phase, perhaps by macrophages as previously reported [17], followed by a second burst of deposition within the secretory phase, which was defined by our bulk RNA-seq of cardiac fibroblasts. The decreased CHP staining intensity at 7 and 21 dpi may be due to combined action of collagen fiber maturation and their decreased deposition at transitional timepoints.

#### 3.3.2. Extracardiac Cardiomyocytes and Lipogenic Tissue

While scar-associated genes were diminished within the boundary of the heart by 21 dpi, a region of extracardiac tissue consistently persisted adjacent to the apex. Genes enriched in this extracardiac tissue (State seven) defined pathways associated with adipogenesis and fatty acyl CoA signaling. Many fibrosis-associated pathways were downregulated, including ECM and collagen fibril organization (Figure S7G). To further evaluate the cellular composition of the extracardiac tissue, resected hearts were stained for perilipin, a marker for lipid droplets. Among hearts resected at P2 and collected 21 dpi, perilipin positive areas were consistently present in the extracardiac tissue beyond the apical boundary of the regenerated heart (Figure 6F). The perilipin-positive region was tightly associated with PDGFRα positive fibroblasts; however, PDGFRα+ fibroblasts were generally not perilipin positive. We also observed isolated Troponin I + CM within the extracardiac tissue at the apex of the heart (Figure 6G). It is possible that the extracardiac tissue represents lipogenic pericardial tissue or adhesions to the body wall; however, extracardiac tissue with a lipogenic profile was not observed earlier in the healing response. It is interesting to speculate that this extracardiac tissue represents the remnants of the healing scar, composed of fibroblasts and CM being extruded through the damaged epicardium and acquiring a lipogenic phenotype.

#### 3.3.3. Defining the Regenerative Border Zone

We next removed the extracardiac cluster seven and reanalyzed just the intracardiac scar-associated clusters using Monocle to gain a more specific representation of scar resolution, again revealing a striking correlation with developmental state and time post-injury (Figure S8A–C). Early pseudotime was nearly entirely composed of spots from 3 dpi, becoming biased towards 14 and 21 dpi posts at the end of the pseudotime. The majority of the intracardiac scar followed a trajectory from State one through State three, terminating at States four and five, with an independent terminal in State two (Figure 7A). Pseudotime State one is defined by an enrichment in genes associated with chemokine signaling, platelet degranulation, and neutrophil chemotaxis, as well as the depletion of genes associated with pathways such as mitochondrial and cell respiration processes (Figure S9A). The resolving scar can follow a trajectory terminating in State two, which is enriched in 7 dpi spots that are defined by ECM biological processes (Figure 7A and Figure S9B). Alternatively, the scar transitions through State three, which includes contributions from all the post-injury time points assessed, and is also enriched in ECM-associated pathways, indicating a transitional fibrotic state (Figure S9C). Following transitional State three, the scar phenotype terminates in States four and five, which are characterized by the upregulation of cardiac ion channel activity, muscle filament sliding, and heart contraction pathways, consistent with repopulation of the scar with functional cardiac muscle at 14–21 dpi (Figure S9D,E). Thus, the intracardiac scar follows two paths from the initial inflammatory state: (1) acquisition of a terminal ECM-rich fibrotic state at 7 dpi; or (2) transition through an ECM-rich state prior to acquiring a terminal cardiac muscle identity. It is currently not clear what the ultimate fate of the State two scar trajectory is; fibroblasts may remain in the heart and acquire a senescent matrifibrocyte fate [66], undergo apoptosis and become resolved, or be extruded from the heart to acquire a lipogenic fate as suggested above.

We next utilized Seurat to further spatially and temporally interrogate scar identity, defining five intracardiac scar clusters as early, transitional, and late scar, as well as BZ and epicardium (Figure 7B). Evaluated spatially, the early healing scar is primarily composed of cluster one (Figure 7C), and is defined by pathways associated with inflammatory signaling. Cluster three is localized to the epicardium, a single layer of mesothelium on the surface of the heart that gives rise to many supporting cells, including fibroblasts. While only the apex of the epicardium was damaged by the resection surgery, our overall analysis revealed significant epicardial thickening at 14 dpi, consistent with epicardial reactivation and thickening that has been noted after adult myocardial injury [67,68]. Clusters four and five correspond to intermediate and late scar tissue associated with ECM-related pathways that transition to muscle contraction; thus, we can use spatial transcriptomics to spatially resolve the repopulation intracardiac scar with cardiac muscle at 7–14 dpi, which is nearly completely regenerated by 21 dpi (Figure 7A–C).

Of note, cluster two is represented by a narrow band of spatially resolved spots localized between the scar and the healthy myocardium at all time points. This BZ is an area of active regeneration, involving CM proliferation and expansion into the scar as it resolves; thus, we evaluated this region in more detail. The BZ consists of 15 DEGs, including three unique genes: *Ankrd1*, *Ccl21*, and *Sprr1a*. *Ankrd1* is a marker of immature CM observed during embryonic development, and also of cardiac diseases [27,69,70,71], while *Sprr1a* is correlated with cardioprotection in ischemic injury [72]. Of the three unique BZ markers, *Sprr1a* (small proline rich protein 1 A) has an expression pattern that follows the trajectory of scar resolution. Evaluation of *Sprr1a* expression via transcriptomics data revealed prominent enrichment within the BZ at 3 dpi, which decreases over time (Figure 7D). Consistent with spatial transcriptomics data, immunofluorescence defined the prominent expression of *Sprr1a* in BZ cardiomyocytes at 3 dpi, which subsided over time and was nearly undetectable by 21 dpi (Figure 7E). Although some Sprr1a protein was visualized in the distal (remote) zone near the base of the heart, nearly all of the protein expression was localized within immature CM at the BZ. Taken together, these results highlight the efficacy of spatial transcriptomics in defining genes with spatially restricted expression patterns at near single-cell resolution in an unbiased manner. This study also identifies regenerative transcriptional programs, and defines the BZ of the regenerating heart that expresses potentially cardio-restorative factors such as *Sprr1a*.

## 4. Discussion

The neonatal mammalian heart, similar to adult zebrafish, possesses a remarkable capacity to regenerate, which includes the transient formation of a fibrotic scar and the generation of new CM [5,19,38]. Here we conducted bulk and spatial RNA-sequencing to interrogate scar resolution during cardiac regeneration. Spatial transcriptomics revealed a dynamic phenotypic response at near single-cell resolution. The resolving scar transitions through an inflammatory to a secretory phenotype, ultimately undergoing metabolic reprogramming and acquiring a striated muscle phenotype as the scar resolves and becomes populated with immature CM (Figure 7F). This study also found that resident cardiac fibroblasts transition from a proliferative to a secretory phenotype as the heart matures and loses regenerative potential, even in the absence of injury. We also identified extracardiac fibro-lipogenic tissue harboring individual CM, indicative of damaged pericardium, surgical adhesions, incompletely removed apex, or possibly scar and CM extrusion through a disrupted epicardium. Finally, we defined the border zone of the healing cardiac apex, which is enriched in immature and potentially regenerative CM factors, including *Sprr1a*. Taken together, our study highlights the power of spatial transcriptomics in defining spatially and temporally resolved changes in tissue phenotype, providing mechanistic insight into the process of tissue repair and regeneration.

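Over the 9 libraries of each window, the cell cycle list had a median log2 fold change of -2.03 from P2 to P10 (adjusted p = 2.77e-08 from fry), and 86 of its genes were called lower over all genes tested and 92 when adjusted over the list alone. The median of the extracellular matrix list was 0.52 (adjusted p = 8.95e-04 from fry), with 53 genes called higher and 8 lower over all genes tested, and 60 higher and 10 lower when adjusted over the list alone. In these 9 against 9 libraries, Pcolce2 was at 200.0 ± 61.0 CPM (SD) in the P10 window and 19.3 ± 9.38 CPM (SD) in the P2 window, and Thbd at 196 ± 44.2 and 36.2 ± 15.8 CPM (SD).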

Bulk RNA sequencing of genetically labeled TCF21-lineage fibroblasts collected from hearts injured within (at P2) and beyond (at P10) the regenerative window revealed a correlation of fibroblast phenotype with postnatal age. Fibroblasts display a proliferative phenotype within the early postnatal regenerative period, consistent with the highly proliferative nature of fibroblasts during this period of rapid heart growth [73,74]. In contrast, resident fibroblasts acquire a secretory phenotype in the second week of life, even in the absence of a cardiac insult. Thus, as the heart matures and loses regenerative potential, CM become post-mitotic and resident cardiac fibroblasts become primed for ECM deposition, which displays a striking temporal correlation between the CM and CF phenotypes. 

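The mean log2 CPM of the 97 cell cycle genes was 5.83 ± 0.10 (SD, n = 3) at P2 baseline, 5.62 ± 0.22 (SD, n = 3) at P2 sham +3 days and 5.55 ± 0.24 (SD, n = 3) at P2 resected +3 days. It was 3.83 ± 0.53 (SD, n = 3) at P10 baseline. Every P2 library lay above every P10 library. Between the sham groups the median log2 fold change of the list was -2.65 (adjusted p = 1.60e-05 from fry), with 66 genes called lower at P10 over all genes tested and 85 when adjusted over the list alone. Between the resected groups it was -1.56 (adjusted p = 2.74e-04 from fry), with 12 genes called over all genes tested and 64 when adjusted over the list alone.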

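The extracellular matrix list averaged 5.69 ± 0.19 log2 CPM (SD, n = 3) at P2 baseline and 6.26 ± 0.29 (SD, n = 3) at P10 baseline. Every P10 baseline library lay above every P2 baseline library. A list of 9 mural cell markers also rose between these groups, by a median of 1.55 (adjusted p = 1.23e-10 from camera and 0.00255 from fry). It ranked these libraries in the same order. How far RNA from mural cells contributes to the rise of the matrix list was not tested. Between the sham groups its median log2 fold change from P2 to P10 was 0.49, with 23 genes called higher and 3 lower over all genes tested, and 46 higher and 9 lower when adjusted over the list alone (adjusted p = 3.02e-11 from camera and 0.0155 from fry). This median was 0.25 without P10 sham replicate 1 and 0.75 without P2 sham replicate 1. Between the resected groups the median was 0.25, with 7 genes called higher and 2 lower over all genes tested, and 22 higher and 5 lower when adjusted over the list alone (adjusted p = 8.27e-06 from camera and 0.169 from fry). It became 0.15 without P10 resected replicate 2, 0.15 without P2 resected replicate 1 and 0.41 without P2 resected replicate 3.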

Cardiac fibroblasts influence the CM phenotype by supporting fetal and neonatal CM proliferation and maturation [19,75]. It is interesting to speculate that CM may stimulate the secretory fibroblast phenotype to facilitate scar formation in the absence of a regenerative response.

While this RNA-sequencing approach revealed postnatal age-dependent fibroblast phenotypic changes, we did not detect a significant transcriptional response to apical resection injury. 

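Whether the response to resection differed between the ages was tested gene by gene, as the difference at P10 minus the difference at P2. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes passed, while 465 genes had an unadjusted p under 0.05 and DESeq2's Wald test called 13. Without P10 sham replicate 2, edgeR called 4 genes. Of the genes in Table S1, Thbs4 was at 43.6 ± 38.7 CPM (SD, n = 3) after resection at P2 and 4.54 ± 4.12 CPM (SD, n = 3) after sham surgery, and Col18a1 at 125 ± 28.6 and 48.1 ± 21.7 CPM (SD, n = 3 each). Of the genes in Table S2, Cenpe was at 7.67 ± 3.23 CPM (SD, n = 3) after resection at P10 and 0.268 ± 0.422 CPM (SD, n = 3) after sham surgery.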

We suspect that transcriptional changes in a small subset of injury responsive fibroblasts become obscured by the large number of fibroblasts residing in remote tissue. We therefore employed spatial transcriptomics to assess transcriptional changes that occur during neonatal cardiac regeneration. This powerful method utilizes a 10x Visium slide containing a spotted array of spatially barcoded mRNA-capturing oligos. Following tissue permeabilization, mRNA capture, library preparation, and sequencing, gene expression is mapped back to a spot of origin on the histological specimen. Unbiased clustering defined unique transcriptional identities within the cardiac chambers. Indeed, spatial transcriptomics differentiated between the left and right chambers, compact and trabecular myocardium, and defined the epicardium, endocardium, outflow tract, and valves. It is important to note that 10x Visium is currently unable to establish transcriptional signatures at true single-cell resolution, which would be necessary to define the full contributions of various cell types that are responsible for cardiac repair. Currently, integration of spatial transcriptomics with scRNA-seq datasets are certainly necessary to realize the full potential of this technology. Despite this limitation, our study also provides a detailed and spatially resolved characterization of postnatal cardiac maturation, which includes unique maturation programs within the right atrium, trabecular myocardium, and compact ventricular myocardium. While the transcriptional identities revealed a unique response to postnatal growth, immature myocardial tissue was generally enriched in factors related to cell division and fetal CM factors such as *Nppa* and *Ankrd1* [71,76,77], which are also associated with cardiomyopathy [69,70]. In contrast, oxidative metabolism emerged as a biological pathway enriched in the maturing myocardium, indicative of the transition from glycolysis to fatty acid oxidation as a primary energy source.

Importantly, while the theoretical resolution of spatial transcriptomics is currently ~10 cells, unbiased transcriptional clustering effectively resolved the single layer of epicardial cells on the heart’s surface. Of note, we observed considerable epicardial thickening at 14 dpi coinciding with the transition to a secretory fibroblast phenotype, which is a hallmark of the injury response in the adult heart. The epicardium is essential to heart repair in zebrafish and neonatal mice [67,78], and is an important source of mitogenic factors and pro-regenerative ECM [67,78,79,80,81]. Work from our lab and others have also established the epicardium as a source of paracrine factors that guide developmental coronary vessel patterning [82,83,84,85]. Importantly, epicardium-driven revascularization is essential for mouse and zebrafish heart regeneration [21,34]. While the epicardium is also a source of paracrine factors after ischemic injury in the adult mouse, physiological levels are insufficient to support meaningful cardiac repair [68]. Indeed, the pro-angiogenic factor VEGFa declines with age, and restoring VEGF activity counteracts aging-related tissue dysfunction [86]. Thus, our newly developed dataset provides a unique opportunity to identify the spatially restricted factors that support CM proliferation and revascularization.

Fibroblast activation, ECM deposition, and scar formation are critical and transient components of regenerative cardiac repair [20]. In zebrafish, scar resolution is associated with the reversion of fibroblasts to a more quiescent phenotype [19]. However, in the neonatal mouse heart, cardiac injury is initially associated with a burst of fibroblast proliferation, and the process of scar resolution has not been well described. Interestingly, spatial transcriptomics identified the apical emergence of extra-cardiac tissue as the intracardiac fibrotic scar resolves. This extracardiac tissue initially forms a contiguous structure with the intracardiac scar that is transcriptionally defined as a single tissue type crossing a disruption in the epicardial layer. By 21 dpi the extracardiac tissue is a distinct structure and acquires a lipogenic gene profile. Immunostaining confirmed the consistent emergence of perilipin and PDGFR-α positive extra-cardiac tissue that harbors individual CM. It is likely that apical extracardiac tissue represents damaged lipogenic pericardial tissue or fibrotic surgery adhesion, although cardiac Troponin I + CM would not be expected in a surgical adhesion. Epicardium disruption is repaired in zebrafish via collective cell migration from the base to the cardiac apex, potentially allowing for a transient window for scar extrusion [87]. It is therefore possible that the scar does not entirely resolve within the regenerating postnatal mouse heart, but is at least partially extruded along with immature CM. It will be interesting to establish the identity of extracardiac tissue, and the potential biomechanical forces that drive scar extrusion.

The comparison of spatial transcriptomics and bulk RNA-seq data from isolated CF also revealed a biphasic deposition of ECM in the regenerating heart, which was confirmed by CHP staining. The initial collagen deposition occurs at 3 dpi, corresponding to the inflammatory phase. Since macrophages are essential for cardiac regeneration [16], and previous studies have described the deposition of collagen by macrophages in the regenerating heart [17], their importance may reflect involvement in the initial fibrotic response. Later in the injury response, collagen deposition temporally corresponds with the acquisition of the fibroblast secretory phenotype, which is likely responsible for the second phase of ECM deposition. A more detailed analysis of the resolving intracardiac scar also revealed five spatially and temporally distinct transcriptional profiles, including a border zone. Given its unique position between healthy and injured cardiac tissue, the border zone is an important site of active cardiac regeneration and scar resolution, previously characterized as a zone of metabolic reprogramming and immature CM repopulation [11,27]. Our study revealed an enrichment of immature CM markers, and a transient upregulation of *Sprr1a*. Sprr1a was previously correlated with a cardioprotective phenotype [72], therefore, assessing whether *Sprr1a* and other BZ-restricted factors contribute to cardiac repair will be of great interest.

In summary, our proof-of-concept study validates the efficacy of unbiased spatially resolved transcriptomics in defining gene alterations that may support heart regeneration and repair. This study reveals a dynamic response to cardiac insult, represented by the initiation of a fibro-inflammatory response, that transitions from a proliferative to a secretory phenotype during scar resolution. Importantly, spatial transcriptomics defined the border zone of regenerating heart tissue, which will facilitate the identification of pro-regenerative and anti-fibrotic mechanisms that may advance novel therapeutic approaches for cardiac repair.

## Figures and Tables

**Figure 1:**
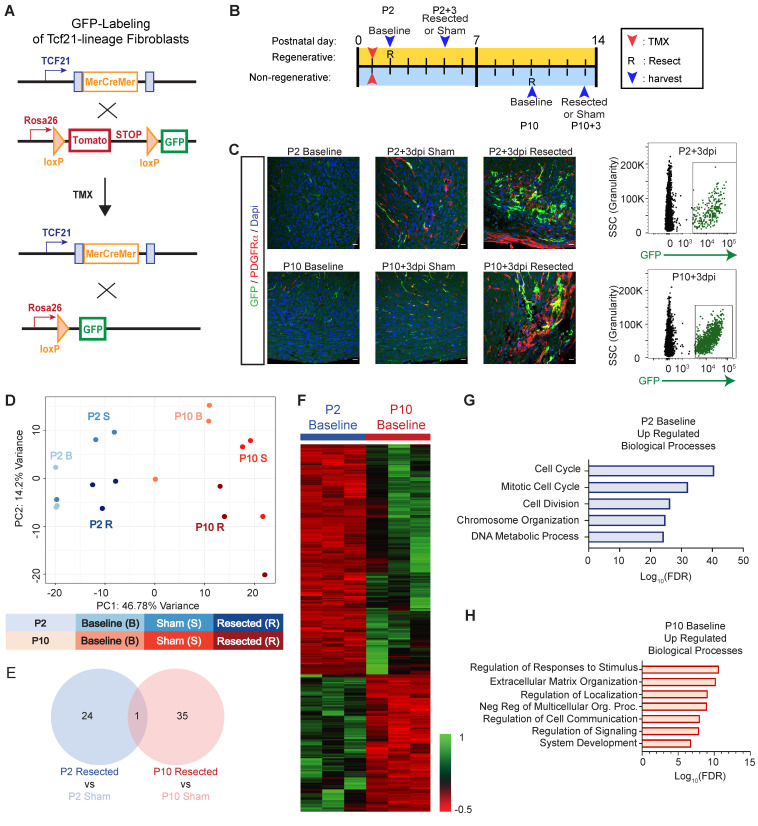
RNA sequencing of resident cardiac fibroblasts reveals a switch to secretory phenotype which corresponds to loss of regenerative capacity. (**A**) Schematic describing the breeding strategy used to generate mice that allowed fluorescent lineage training of resident fibroblasts. (**B**) Schematic describing experimental strategy, including timing of tamoxifen (TMX) injections, apical resection or sham surgeries (R), and fibroblast and tissue isolations. (**C**) Hearts were obtained from postnatal mice at indicated timepoints, and stained with antibodies to visualize GFP (Tcf21+ fibroblast lineage), PDGFR-a (endothelial cells and fibroblasts) and DAPI (nuclei). Representative flow cytometry plots are shown on the right that indicate the population of GFP+ fibroblasts obtained for RNA-sequencing. (**D**) Principal component analysis (PCA), revealing independent gene expression programs based on RNA-sequencing of cardiac fibroblasts of indicated treatment. **(E)** Venn diagram representation of differentially expressed genes in response to apical resection at indicated timepoints. (**F**) Heat map representation of genes that exhibit differential expression between P2 and P10 at baseline. (**G**) Biological processes that are enriched in cardiac fibroblasts at P2, compared to P10. (**H**) Biological processes that are enriched in cardiac fibroblasts at P10 compared to P2.

**Figure 2:**
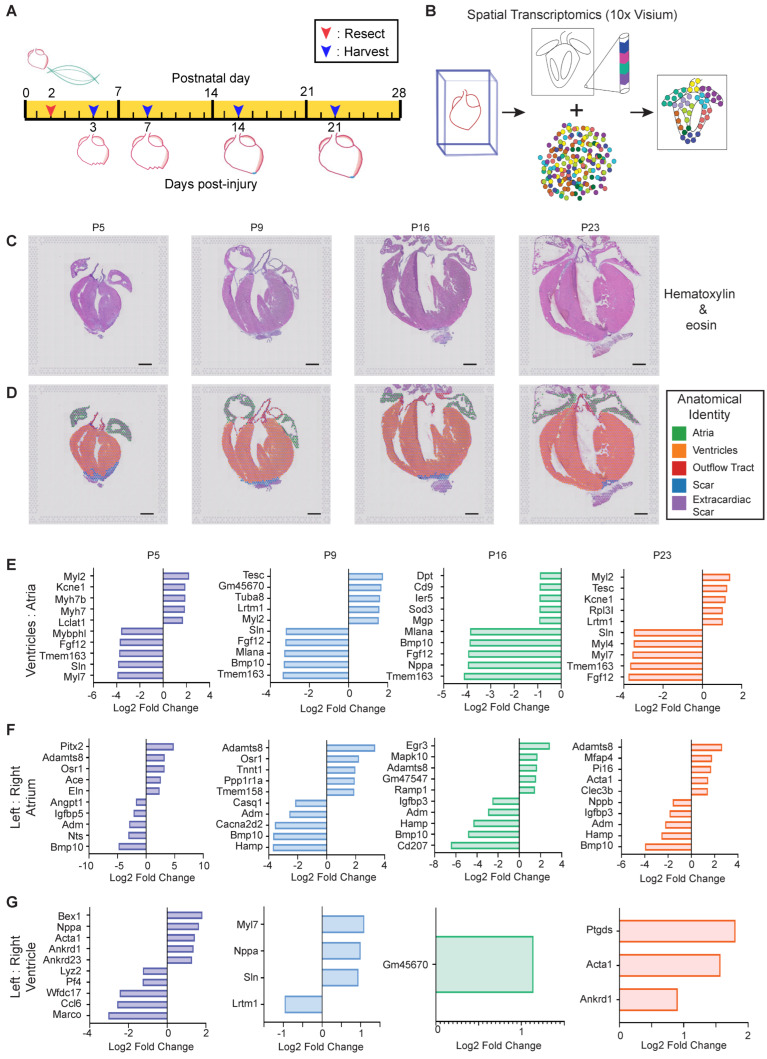
*Spatially and temporally resolved transcriptional map of the regenerating neonatal mouse heart.* (**A**) Schematic representation of the experimental timeline of apical resection (R) and tissue harvest for spatial transcriptomics. (**B**) 10X Visium spatial transcriptomics experimental strategy. A single representative heart was evaluated by spatial transcriptomics for each timepoint on a single slide. (**C**) Hematoxylin & Eosin stained sections used for spatial transcriptomics. (**D**) Loupe Browser was used to assign regional posts an anatomical identity, indicated by color. (**E**–**G**) Rank ordering of differentially expressed genes at timepoints and comparison indicated in the graph reveals the most-enriched genes that define the (**E**) ventricles versus atria; (**F**) left versus right atrium; or (**G**) left versus right ventricle. Scale bar = 1 mm.

**Figure 3:**
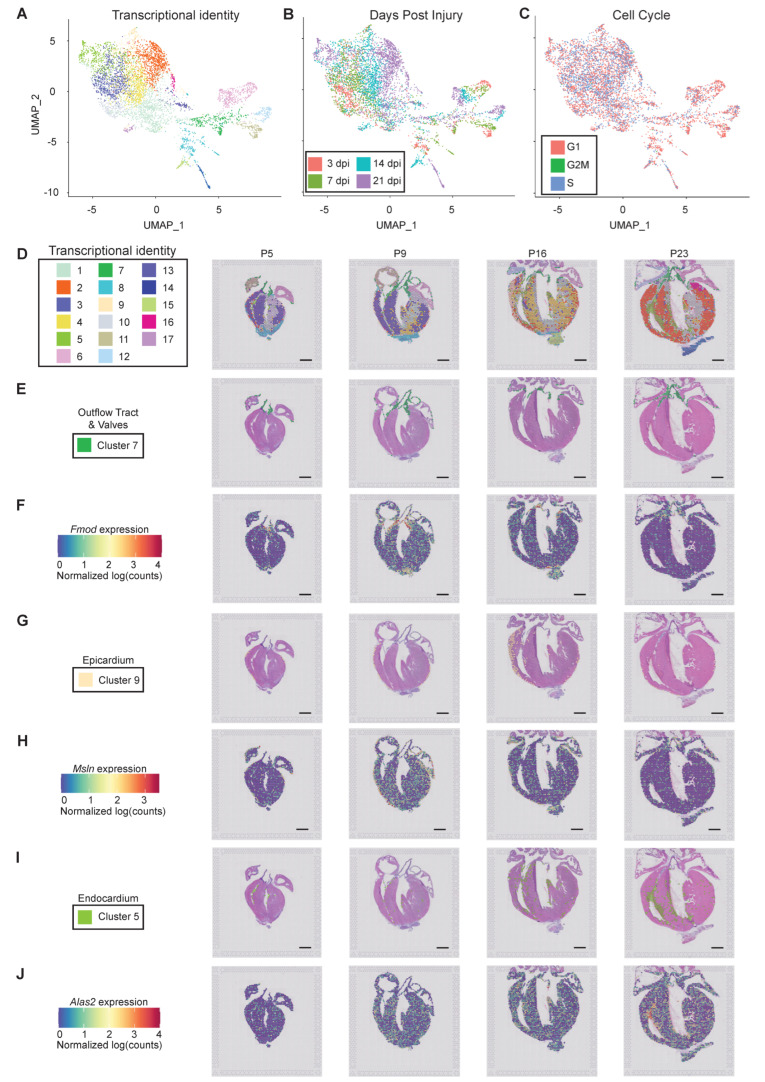
Spatial transcriptomics reveals spatially restricted gene programs in postnatal mouse heart regeneration at near single-cell resolution. (**A**) Uniform manifold approximation and projection (UMAP) was generated using Seurat to visualize barcoded spots with similar transcriptional identity based on RNA-sequencing. (**B,C**) Barcoded spots within UMAP were labeled based on (**B**) days postinjury (dpi); and (**C**) phase of the cell cycle. (**D**) Barcoded spots representing 17 transcriptionally distinct clusters were mapped to their origin within a tissue section for the unbiased identification of anatomical structures with unique gene expression programs. (**E**) Localization of cluster 7 spots reveals localization to the outflow tract and valves. (**F**) Spatially resolved Fmod expression reveals enrichment in heart valves. (**G**) Localization of cluster 9 spots reveals localization to the epicardium. Note the single layer of spots that labels the epicardium on the heart’s surface, and the epicardial expansion observed at 14 dpi. (**H**) Spatially resolved Msln expression reveals enrichment in heart valves. **(I)** Localization of cluster 5 spots reveals localization to the endocardium. (**J**) Spatially resolved Alas2 expression reveals enrichment in endocardium, especially as heart maturation proceeds. Scale bar = 1mm.

**Figure 4:**
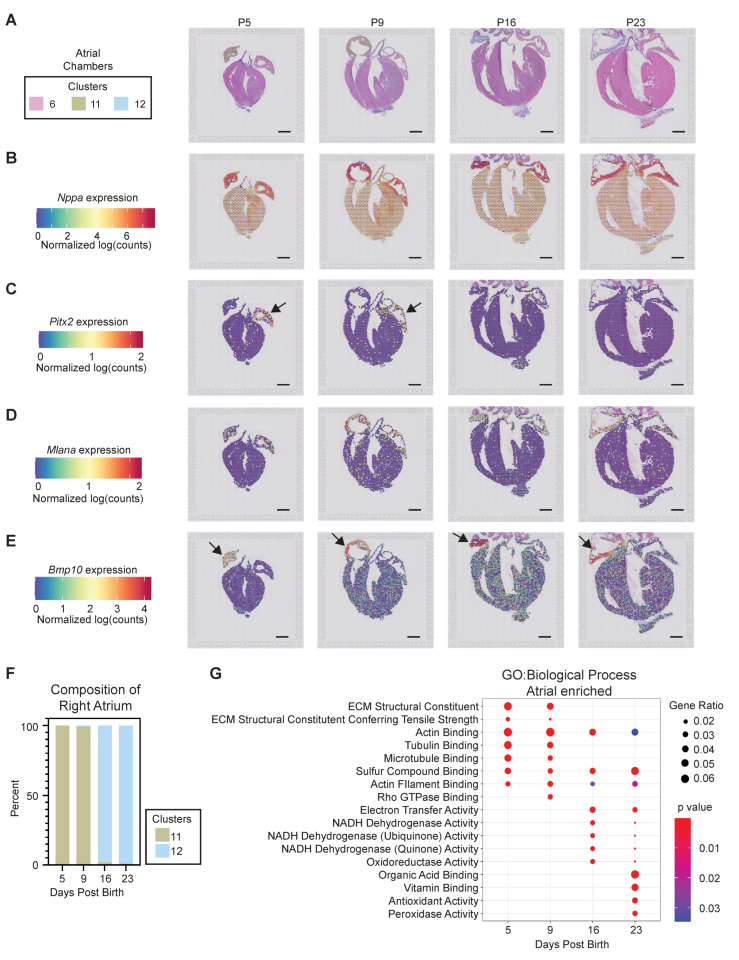
*Spatial transcriptomics defines postnatal program of atrial chamber maturation.* (**A**) Barcoded spots representing the 3 transcriptionally distinct atrial clusters were mapped to their origin. (**B–E**) Spatially resolved expression of atrial enriched genes identified by spatial transcriptomics reveals (B) *Nppa* enrichment in both atria at all timepoints, and trabecular myocardium at P5 and P9; (**C**) *Pitx2* enrichment in the left atrium, especially at P5 and P9; (**D**) *Mlana* expression enriched in the right atria, especially after P5; and (**E**) *Bmp10* enrichment in the right atrium at all timepoints. Arrows indicate left (**C**) or right (**E**) atrium. (**F**) Right atrium maturation program is revealed consisting of a shift from cluster 11 identity at P5 and P9 to cluster 12 identity at P16 and P23. **(G**) Biological processes were interrogated as a function of postnatal time, revealing a shift from ECM and actin/microtubule processes to oxidative metabolism as the atria mature. Scale bar = 1 mm.

**Figure 5:**
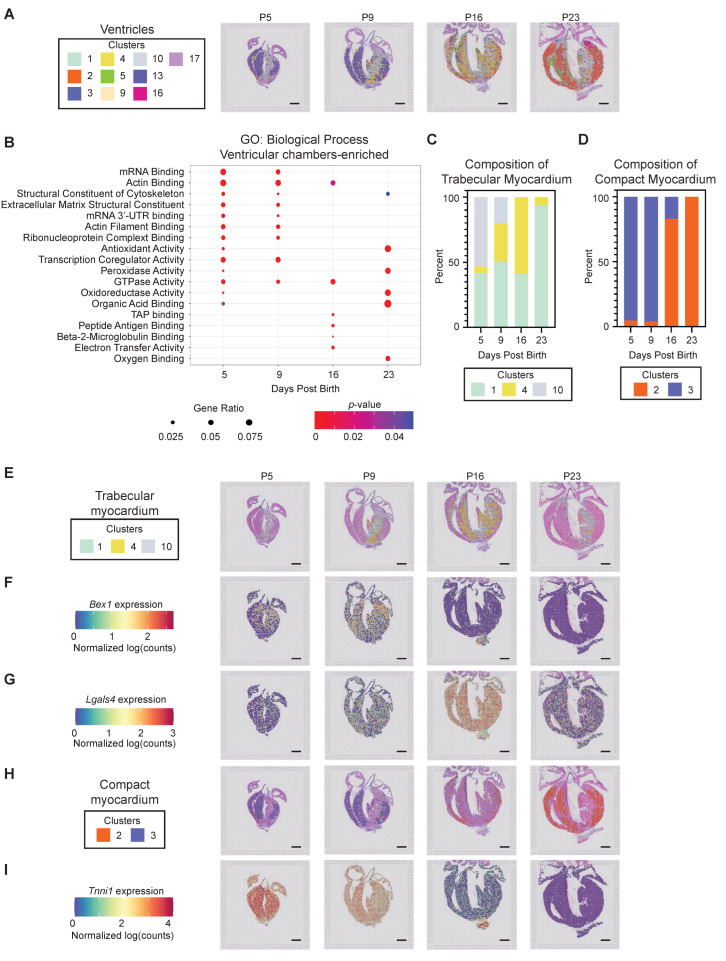
*Spatially resolved transcriptional programs define trabecular and compact ventricular myocardium maturation.* (**A**) Barcoded spots, representing the 10 transcriptionally distinct ventricular clusters, were mapped to their origin. (**B**) Biological processes were interrogated as a function of postnatal time, revealing a shift from ECM, actin binding, and cytoskeleton processes to oxidative metabolism as the ventricles mature. (**C**) Trabecular myocardium maturation program is revealed, consisting of a shift from 1 and 10 at P5, through an intermediate identity with a high percentage of cluster 4, to being dominated by cluster 1 at P23. (**D**) Compact myocardium maturation program is revealed, consisting of a shift from cluster 3 identity at P5 and P9 to cluster 2 identity at P16 and P23. (**E**) Barcoded spots with trabecular myocardium identity were mapped back to an anatomical origin. (**F**,**G**) Spatially resolved expression of trabecular enriched genes identified by spatial transcriptomics reveals (**F**) *Bex1* expression within trabecular myocardium, especially at P5 and P9; and (**G**) *Lgals4* expression, particularly at the intermediate P16 timepoint. (**H**) Barcoded spots with compact myocardium identity were mapped back to an anatomical origin. (**I**) Spatially resolved *Tnni1* expression reveals a decrease within compact and trabecular myocardium as the heart matures. Scale bar = 1 mm.

**Figure 6:**
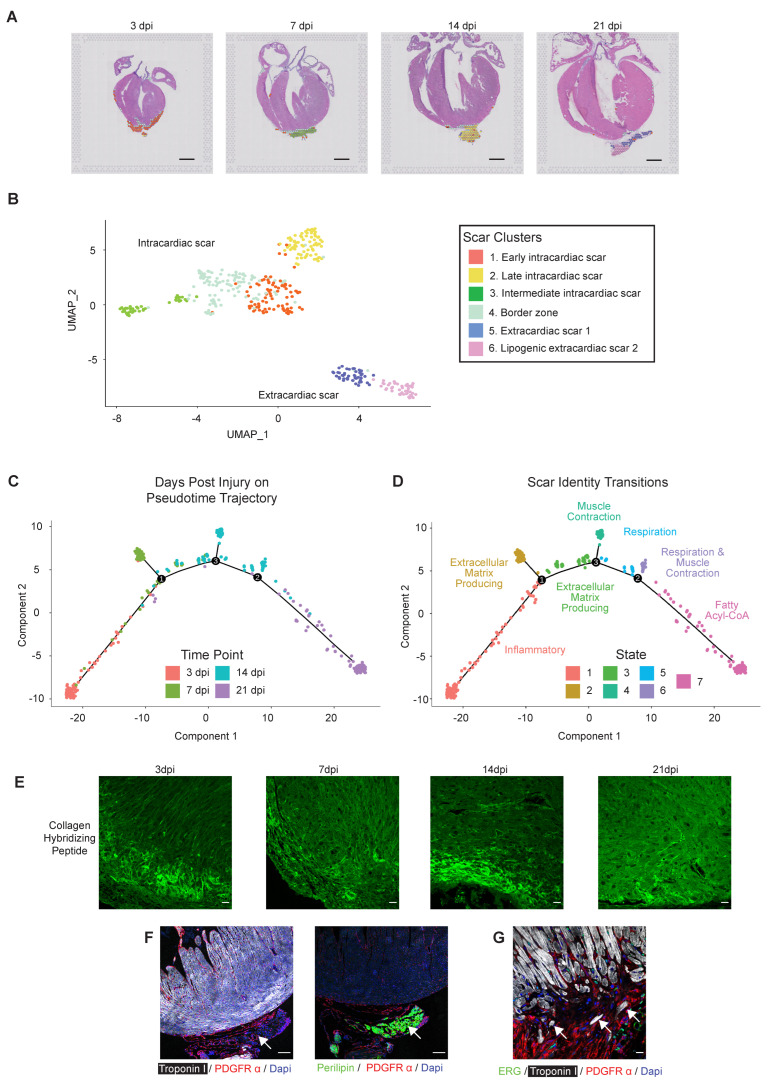
Spatial transcriptomics reveals the phenotypic trajectory of the regenerative scar, consisting of bi-phasic collagen deposition and culminating in scar extrusion. (**A**) Barcoded spots with scar identity were mapped back to an anatomical origin. (**B**) Uniform manifold approximation and projection (UMAP) was generated using Seurat to visualize 6 regional identities within the regenerative scar. (**C**) The developmental trajectory of scar-associated spots was integrated with days post-injury (dpi). (**D**) Pseudotime trajectory was integrated with GO term enrichments to establish phenotypic timeline. (**E**) Representative heart sections obtained at the indicated time after apical resection surgery were stained with collagen hybridizing peptide (CHP) to visualize nascent and remodeling collagen at the cardiac apex. This trend was observed in n = 3/5 independent samples (3 dpi) and n = 4/4 independent samples (14 dpi). (**F**,**G**) Representative heart sections obtained at 21 dpi were stained with antibodies directed against Troponin I (cardiomyocytes, white), PDGFR-a (fibroblasts, red) and perilipin (adipocyte, green in left image) and ERG (endothelial cells, green right image). DAPI stains nuclei (blue). Note the extracardiac fibro-lipogenic scar emerging from the apex (left), that often harbors individual cardiomyocytes (white arrows, right image). Scale bar = 1 mm (**A**) and 100 mm (**E**–**G**).

**Figure 7:**
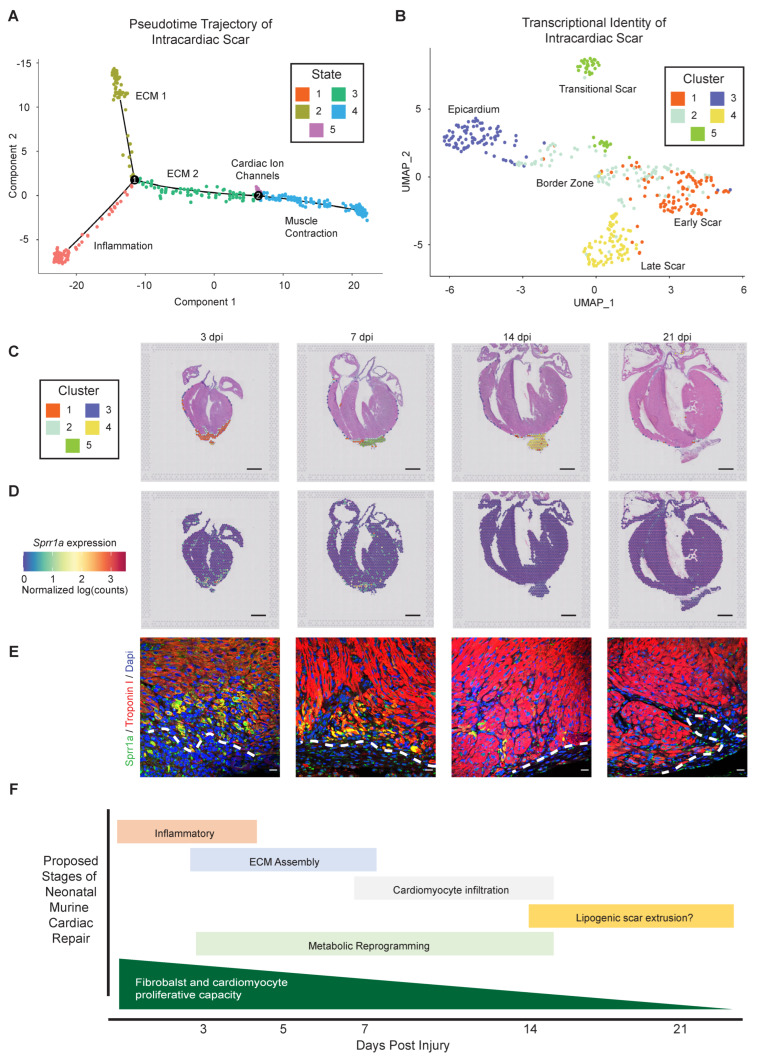
*Spatial transcriptomics reveals the phenotypic trajectory of the intracardiac resolving intracardiac scar and border zone.* (**A**) Pseudotime developmental trajectory was integrated with biological process enrichment to identify the regional identity of the 5 intracardiac scar states. (**B**) Uniform manifold approximation and projection reveals 5 distinct transcriptional clusters that define the temporal progression of the intracardiac scar, the border zone, and the epicardium. (**C**) Barcoded spots were mapped back to an anatomical origin to spatially and temporally resolve the intracardiac scar identity, and location of the border zone as a narrow band of tissue between the injury and healthy myocardium. (**D**) Spatially resolved *Sprr1a* expression reveals an enrichment within the border zone specifically at 3 and 7 dpi. (**E**) Representative heart sections obtained at indicated post-injury timepoints were stained with antibodies directed against Troponin I (cardiomyocytes, red) and Sprr1a (green). DAPI labels nuclei, and the dashed line indicates transition from injury to healthy myocardium, defined as the border zone. Note the enrichment of Sprr1a in border zone cardiomyocytes at 3 dpi and 7 dpi, which is absent in remote myocardium. (**F**) Schematic of the proposed stages of neonatal mouse heart regeneration, based on bulk RNA-sequencing of isolated fibroblasts and spatial transcriptomics at key regenerative timepoints. Scale bar = 1 mm (**C**,**D**) and 100 mm (**E**).

**Table 1:** Antibody concentrations.

Antyibody	Vendor/Cat No.	Concentration
Mouse anti-Cardiac Troponin I (C-4)	Santa Cruz sc133117	1/30
Rabbit anti-ERG	Abcam ab92513	1/100
Rabbit anti-GFP	Torrey Pines Biolabs TP401	1/200
Goat anti-PDGFR-alpha	R&D Systems AF1062	1/200
Rabbit anti-Perilipin	Abcam ab3526	1/100
Rabbit anti-Sprr1a	Abcam ab125374	1/100
Secondary & Tertiary Antibodies		
Donkey anti-mouse 647	Jackson ImmunoResearch Laboratories #715-605-150	1/100
Donkey anti-rabbit Biotin	Jackson ImmunoResearch Laboratories #711-065-152	1/500
Bovine anti-goat HRP	Jackson ImmunoResearch Laboratories #805-035-180	1/200
Tyramide Cy3	Perkin Elmer NEL744001KT	1/200
Streptavidin 488	LifeTech S11223	1/100
Streptavidin 555	LifeTech S21381	1/100
DAPI	Invitrogen D1306	1/10,000

## Data Availability

Bulk RNA-sequencing and spatial transcriptomics data are available in the Gene Expression Omnibus (GEO), as of 20 December 2021. Bulk RNA-sequencing: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188844 Spatial transcriptomics: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188888.

## Supplementary Materials

The following are available online at: https://www.mdpi.com/article/10.3390/jcdd9010001/s1, Figure S1: Biological processes that are enriched in fibroblasts. Figure S2: Anatomical annotation of spatial transcriptomics spots in postnatal heart; Figure S3: Spatially resolved expression in the postnatal ascending aorta and valves; Figure S4: Spatially resolved expression in the postnatal atria; Figure S5: Spatially resolved expression in the postnatal ventricles; Figure S6: Pseudotime analysis of the regenerative scar; Figure S7: Biological gene ontology programs were identified that correspond with regenerative scar pseudotime state; Figure S8: Pseudotime analysis of the intracardiac resolving scar; Figure S9: Biological gene ontology programs were interrogated that correspond with intracardiac resolving scar; Table S1: List of differentially expressed genes in sham vs resection at P2 plus 3 days; Table S2: List of differentially expressed genes in sham vs resection at P10 plus 3 days; Table S3: List of differentially expressed genes at baseline P2 versus P10; Table S4: List of genes that are enriched in particular clusters, compared to all the other clusters.

# Supplementary material for: Characterizing Neonatal Heart Maturation, Regeneration, and Scar Resolution Using Spatial Transcriptomics
**Source:** J Cardiovasc Dev Dis. 2021 Dec 21;9(1):1. doi: 10.3390/jcdd9010001
**Supplement:** Supplementary file 1

## Supplementary Figures

**A**

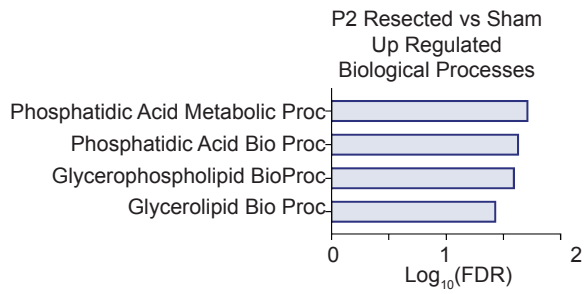

**B**

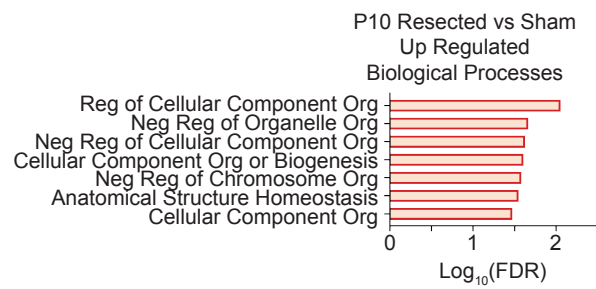

**Fig. S1. Biological processes that are enriched in fibroblasts. A, B.** Differentially expressed genes in fibroblasts isolated 3 days after apical resection or sham surgery revealed Biological processes that are enriched upon resection surgery at (A) and (B) P10.

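Figure S1 tests the DEGs of Tables S1 and S2, those between resected and sham fibroblasts at P2 and at P10, for shared biological processes. Both tables give DESeq2's shrunken log2 fold changes, in which genes with few counts are pulled towards 0, and positive values are higher after resection. Arg1 shows how far this goes, with the paper's value of 0.704 in Table S1, where an unshrunken DESeq2 fit of the counts gives 9.63. Of the genes in Table S1, 3 are on the extracellular matrix list (Thbs4, Lama5 and Col18a1). Of those in Table S2, 3 are on the cell cycle list (Cenpe, Birc5 and Cks2) and 1 is on the extracellular matrix list (Timp1).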

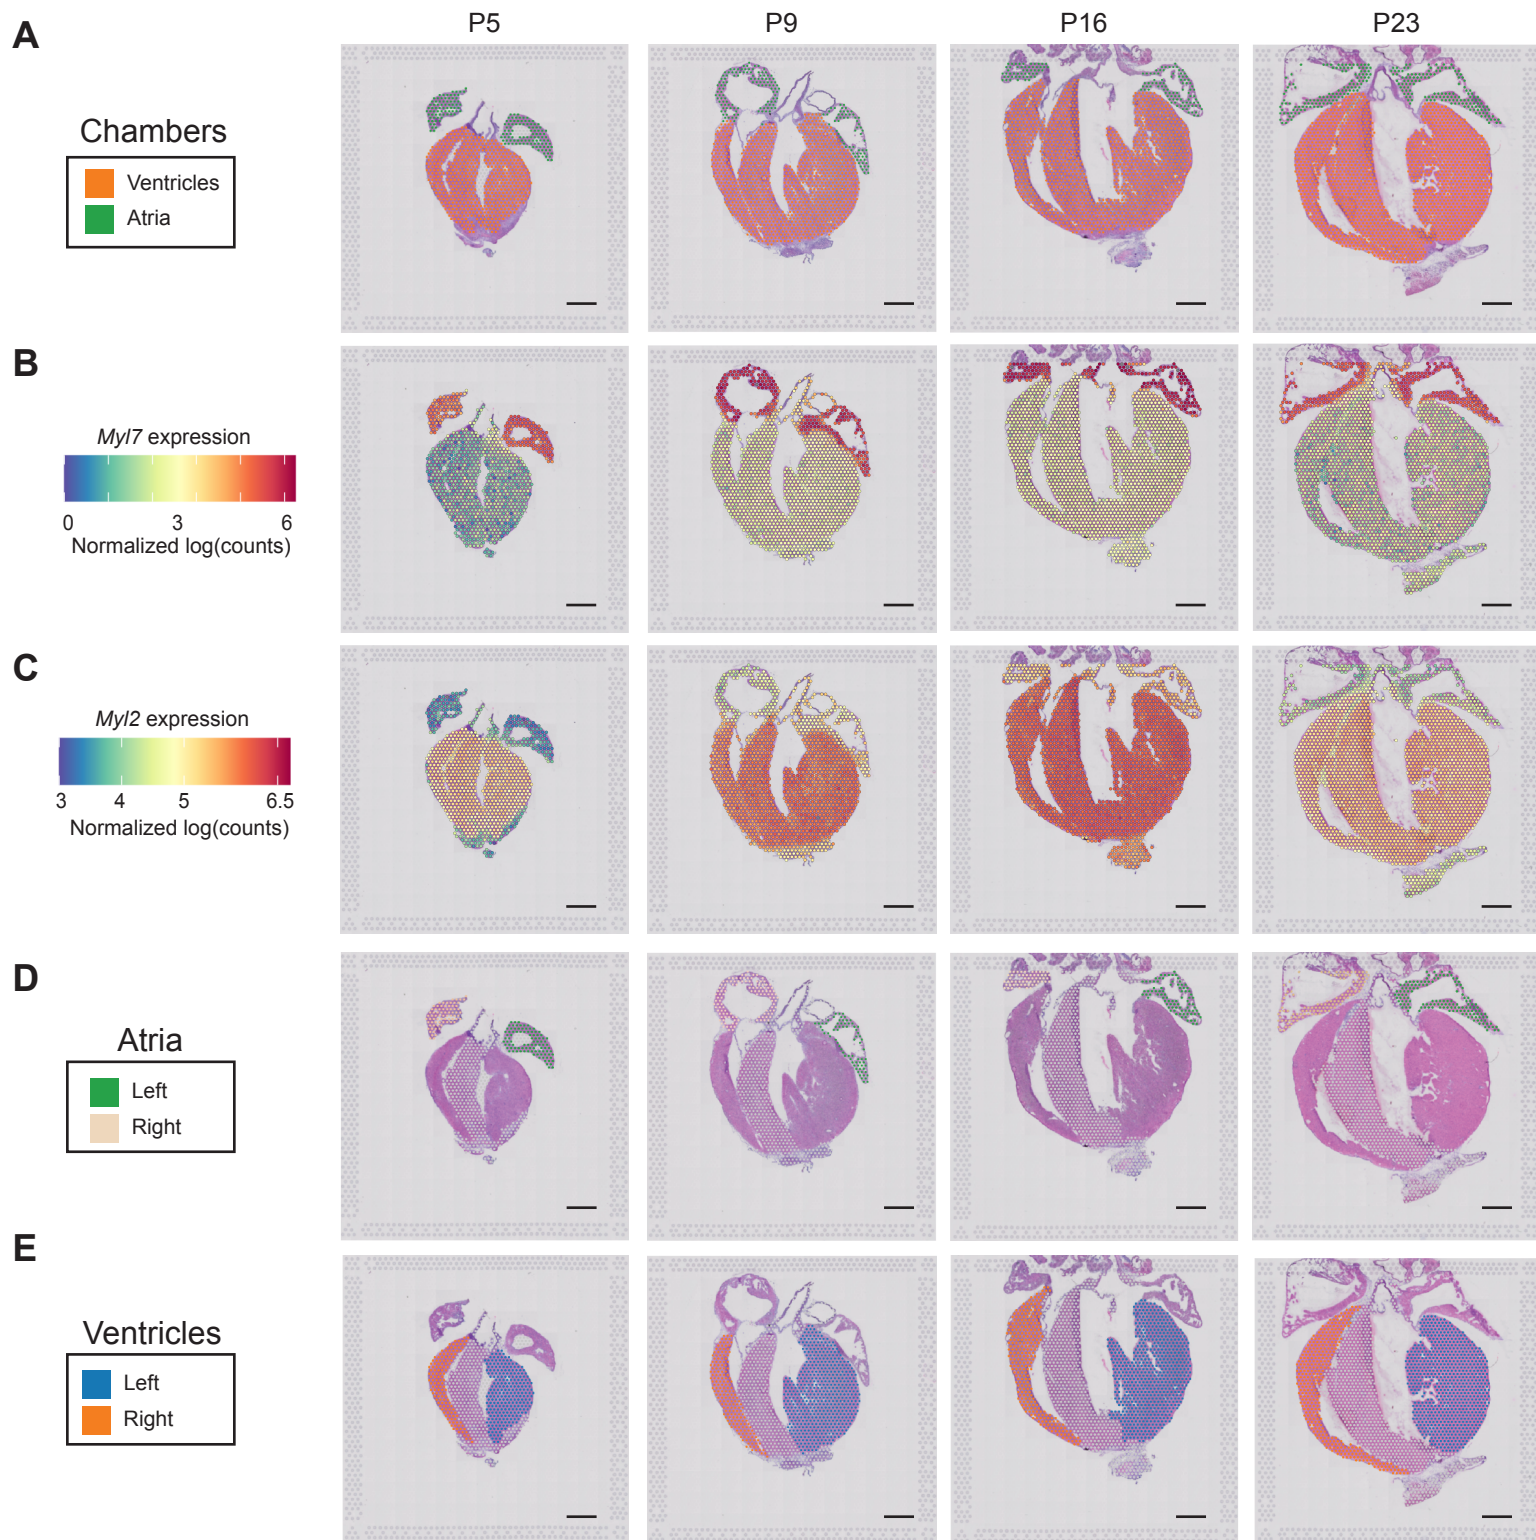

**Fig. S2.** *Anatomical annotation of spatial transcriptomics spots in postnatal heart.* **A.** Loupe Browser was used to assign each spot an identity as (A) ventricle or atria. **B, C.** Spatially resolved expression of (B) *Myl7* and (C) *Myl2* reveals an enrichment in the atria and ventricles, respectively. **D, E.** Loupe Browser was used to assign each spot an identity as (D) left versus right atria; or (E) left versus right ventricle.

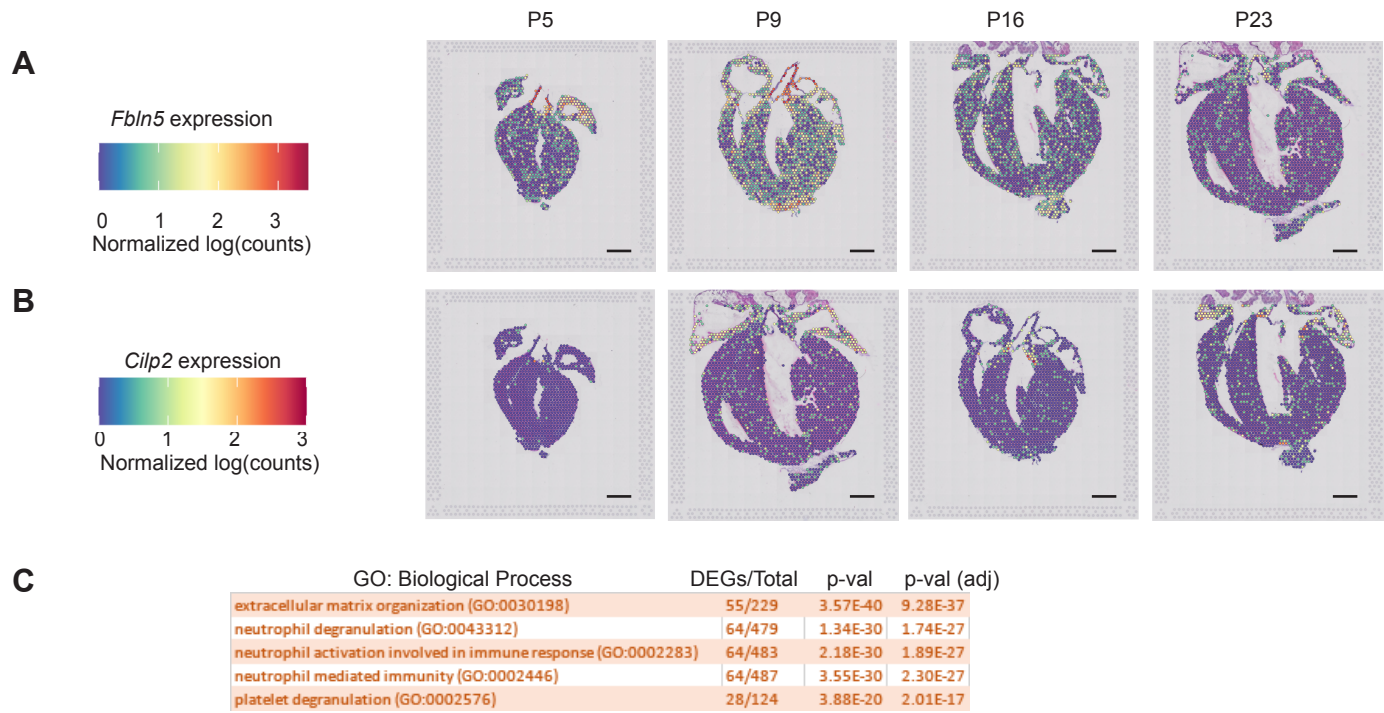

**Fig. S3. Spatially resolved expression in the postnatal ascending aorta and valves. A, B.** Spatially resolved expression of (A) *Fbln5* and (B) *Cilp2* expression reveals an enrichment in the ascending aorta, valves, and atria. **C.** Biological Processes enriched in ascending aorta and valve spots (cluster 7).

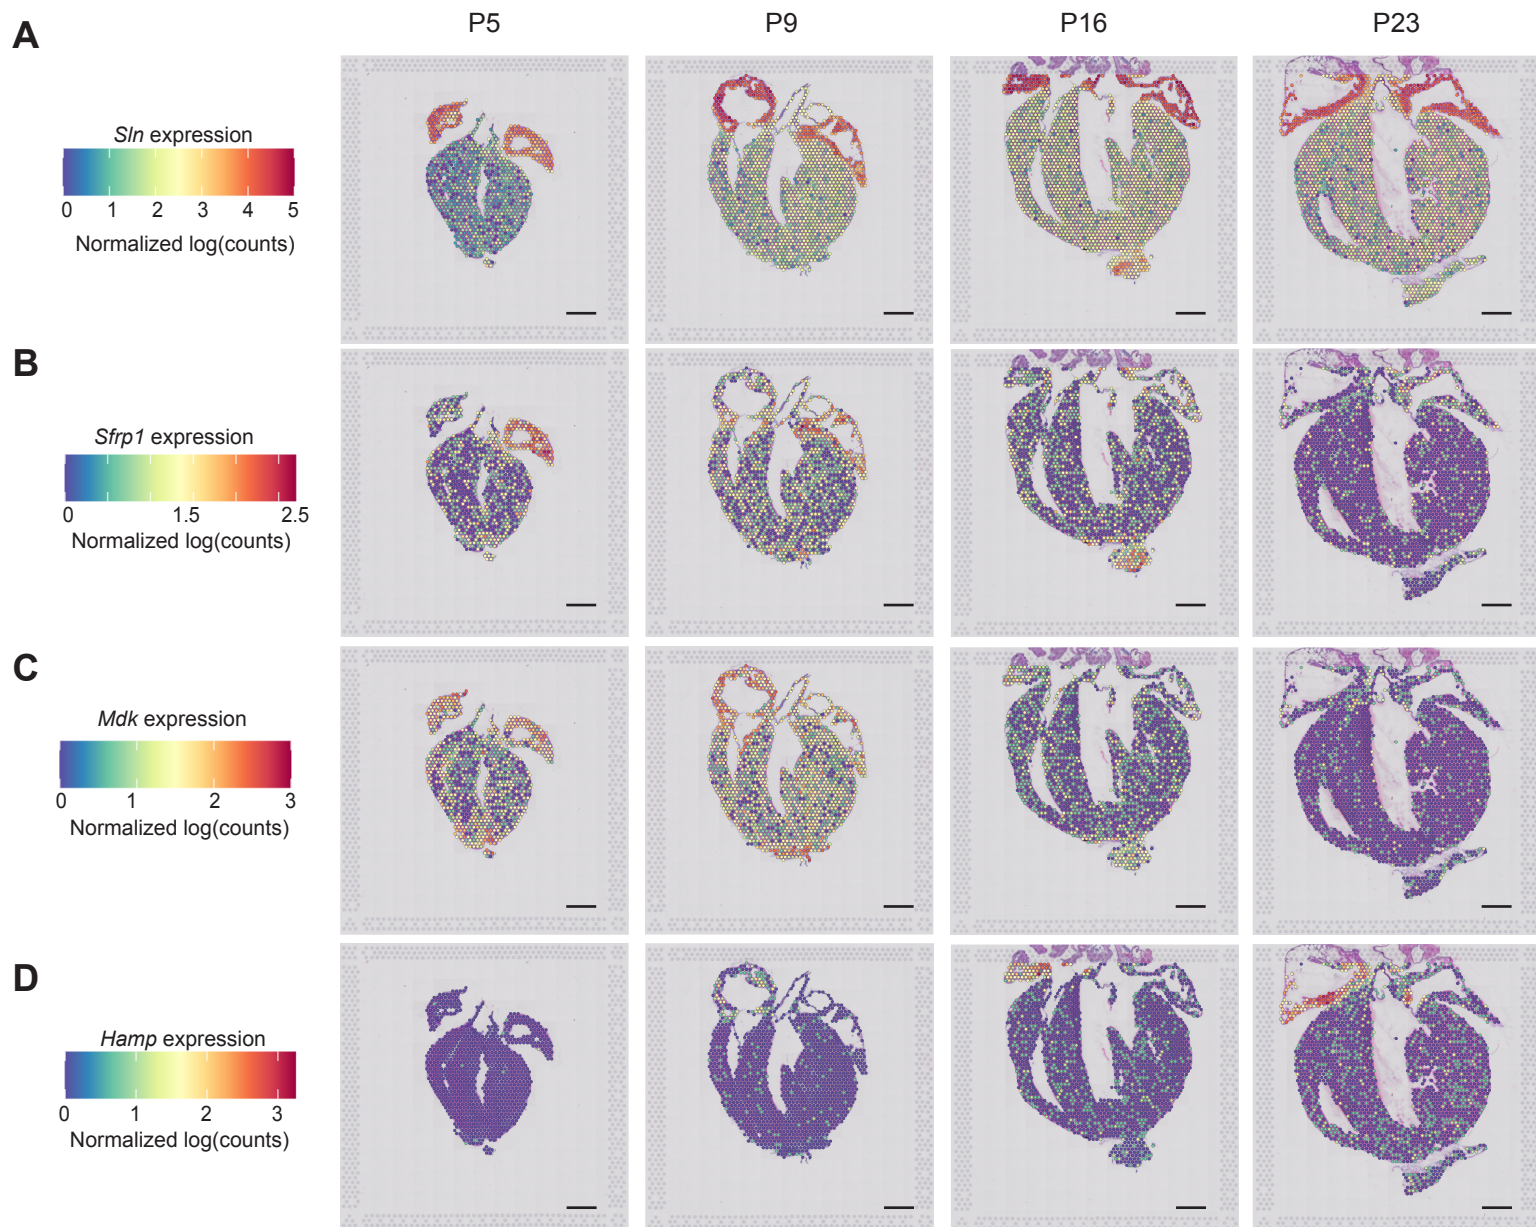

**Fig. S4. Spatially resolved expression in the postnatal atria. A-D.** Spatially resolved expression of *Sln*, *Sfrp1*, *Mdk*, and *Hamp* in the postnatal atria. (A) Note *Sln* expression throughout both atria at all timepoints; (B, C) *Sfrp1* and *Mdk* expression localized to the left and right atrium, respectively, in the early postnatal heart; and (D) *Hamp* expression localized to the right atrium as the heart matures.

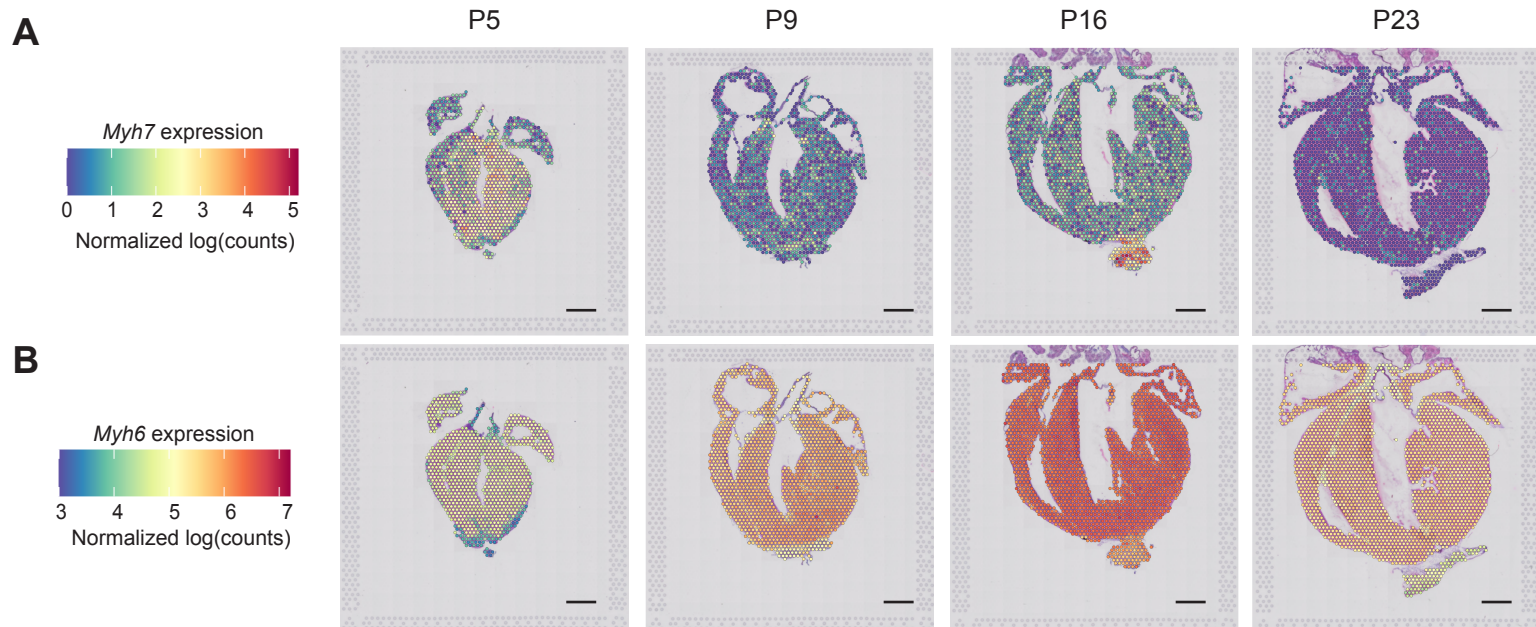

**Fig. S5. Spatially resolved expression in the postnatal ventricles.** A, B. Spatially resolved expression of *Myh7* and *Myh6* in the postnatal ventricles. (A) Note the enrichment of *Myh7* in the early postnatal timepoints, and (B) the enrichment of *Myh6* as the heart matures.

**A**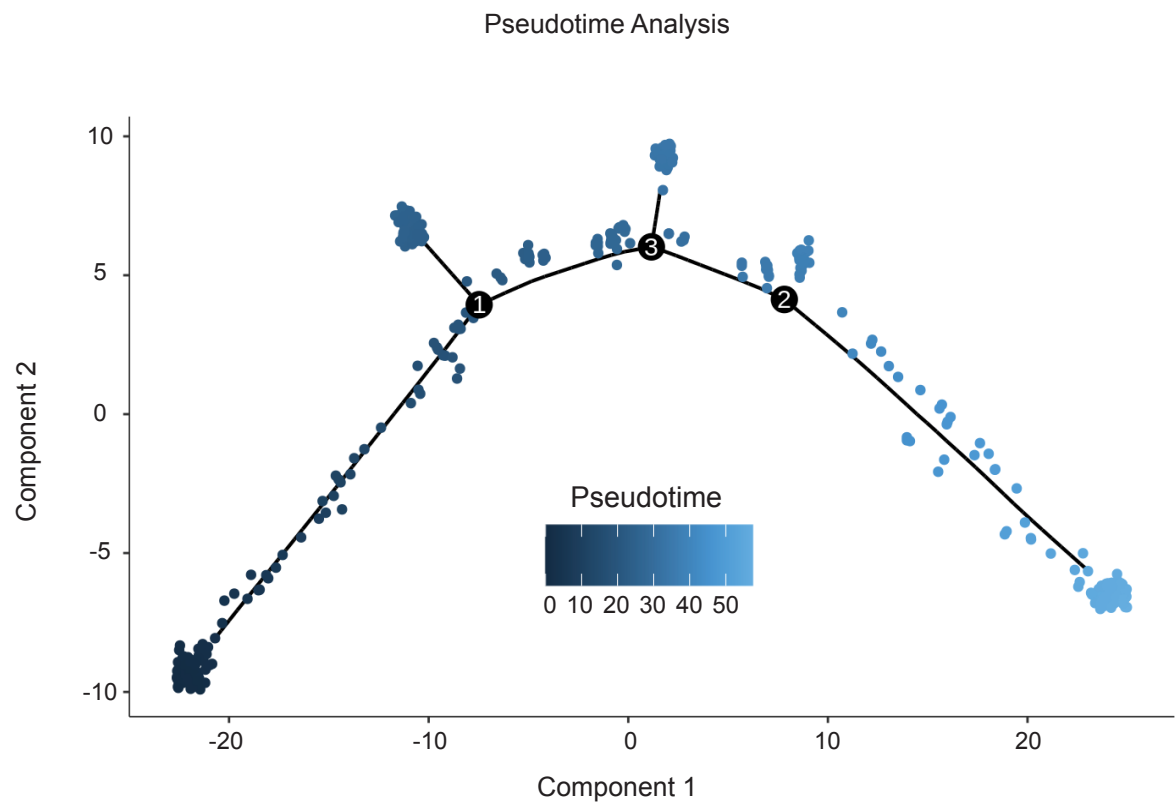**B**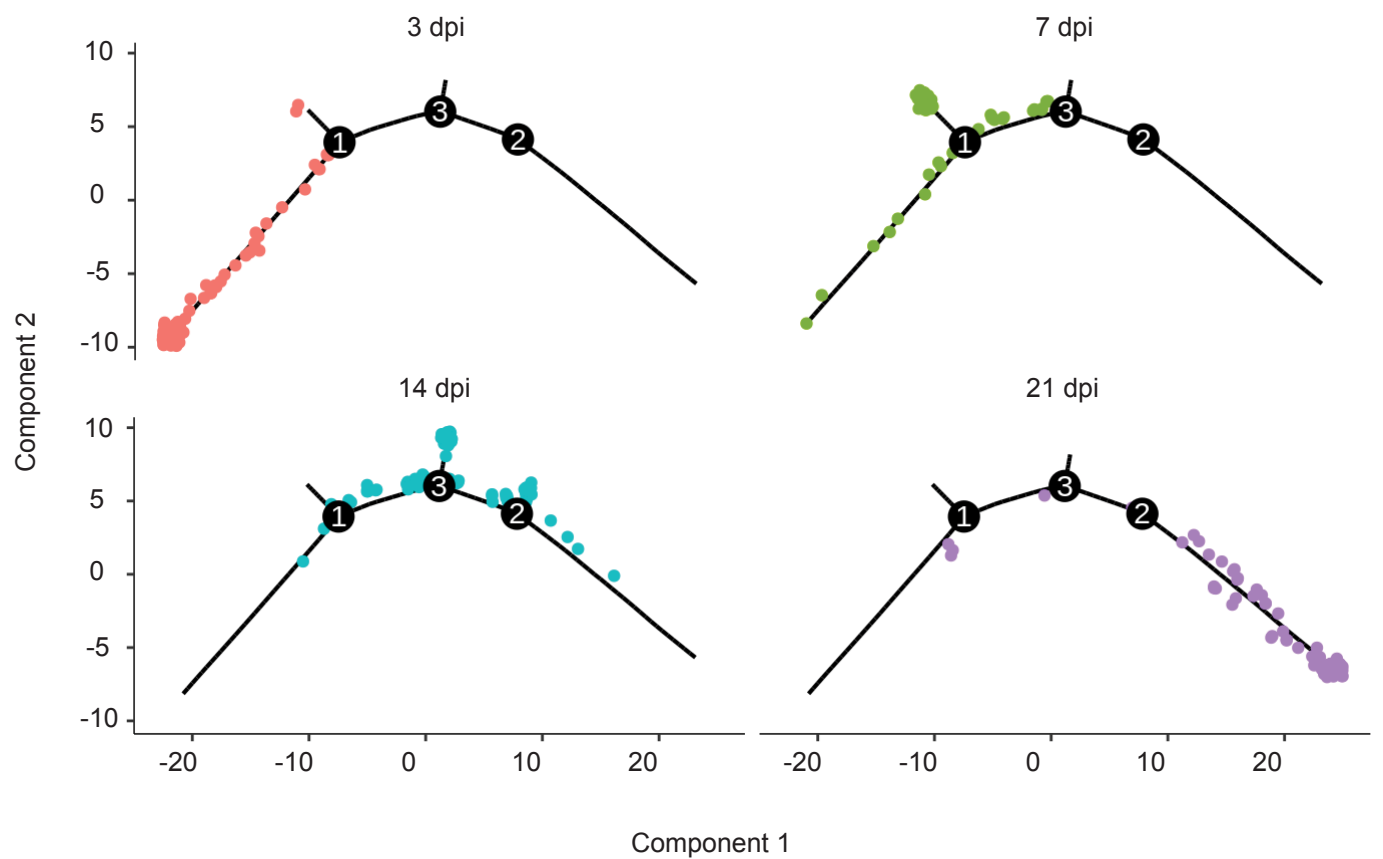

**Fig. S6.** *Pseudotime analysis of the regenerative scar.* **A.** Monocle was used to establish developmental pseudotime trajectory of all spots correlating with scar identity. **B.** Developmental trajectory was plotted as a function of days post injury (dpi).

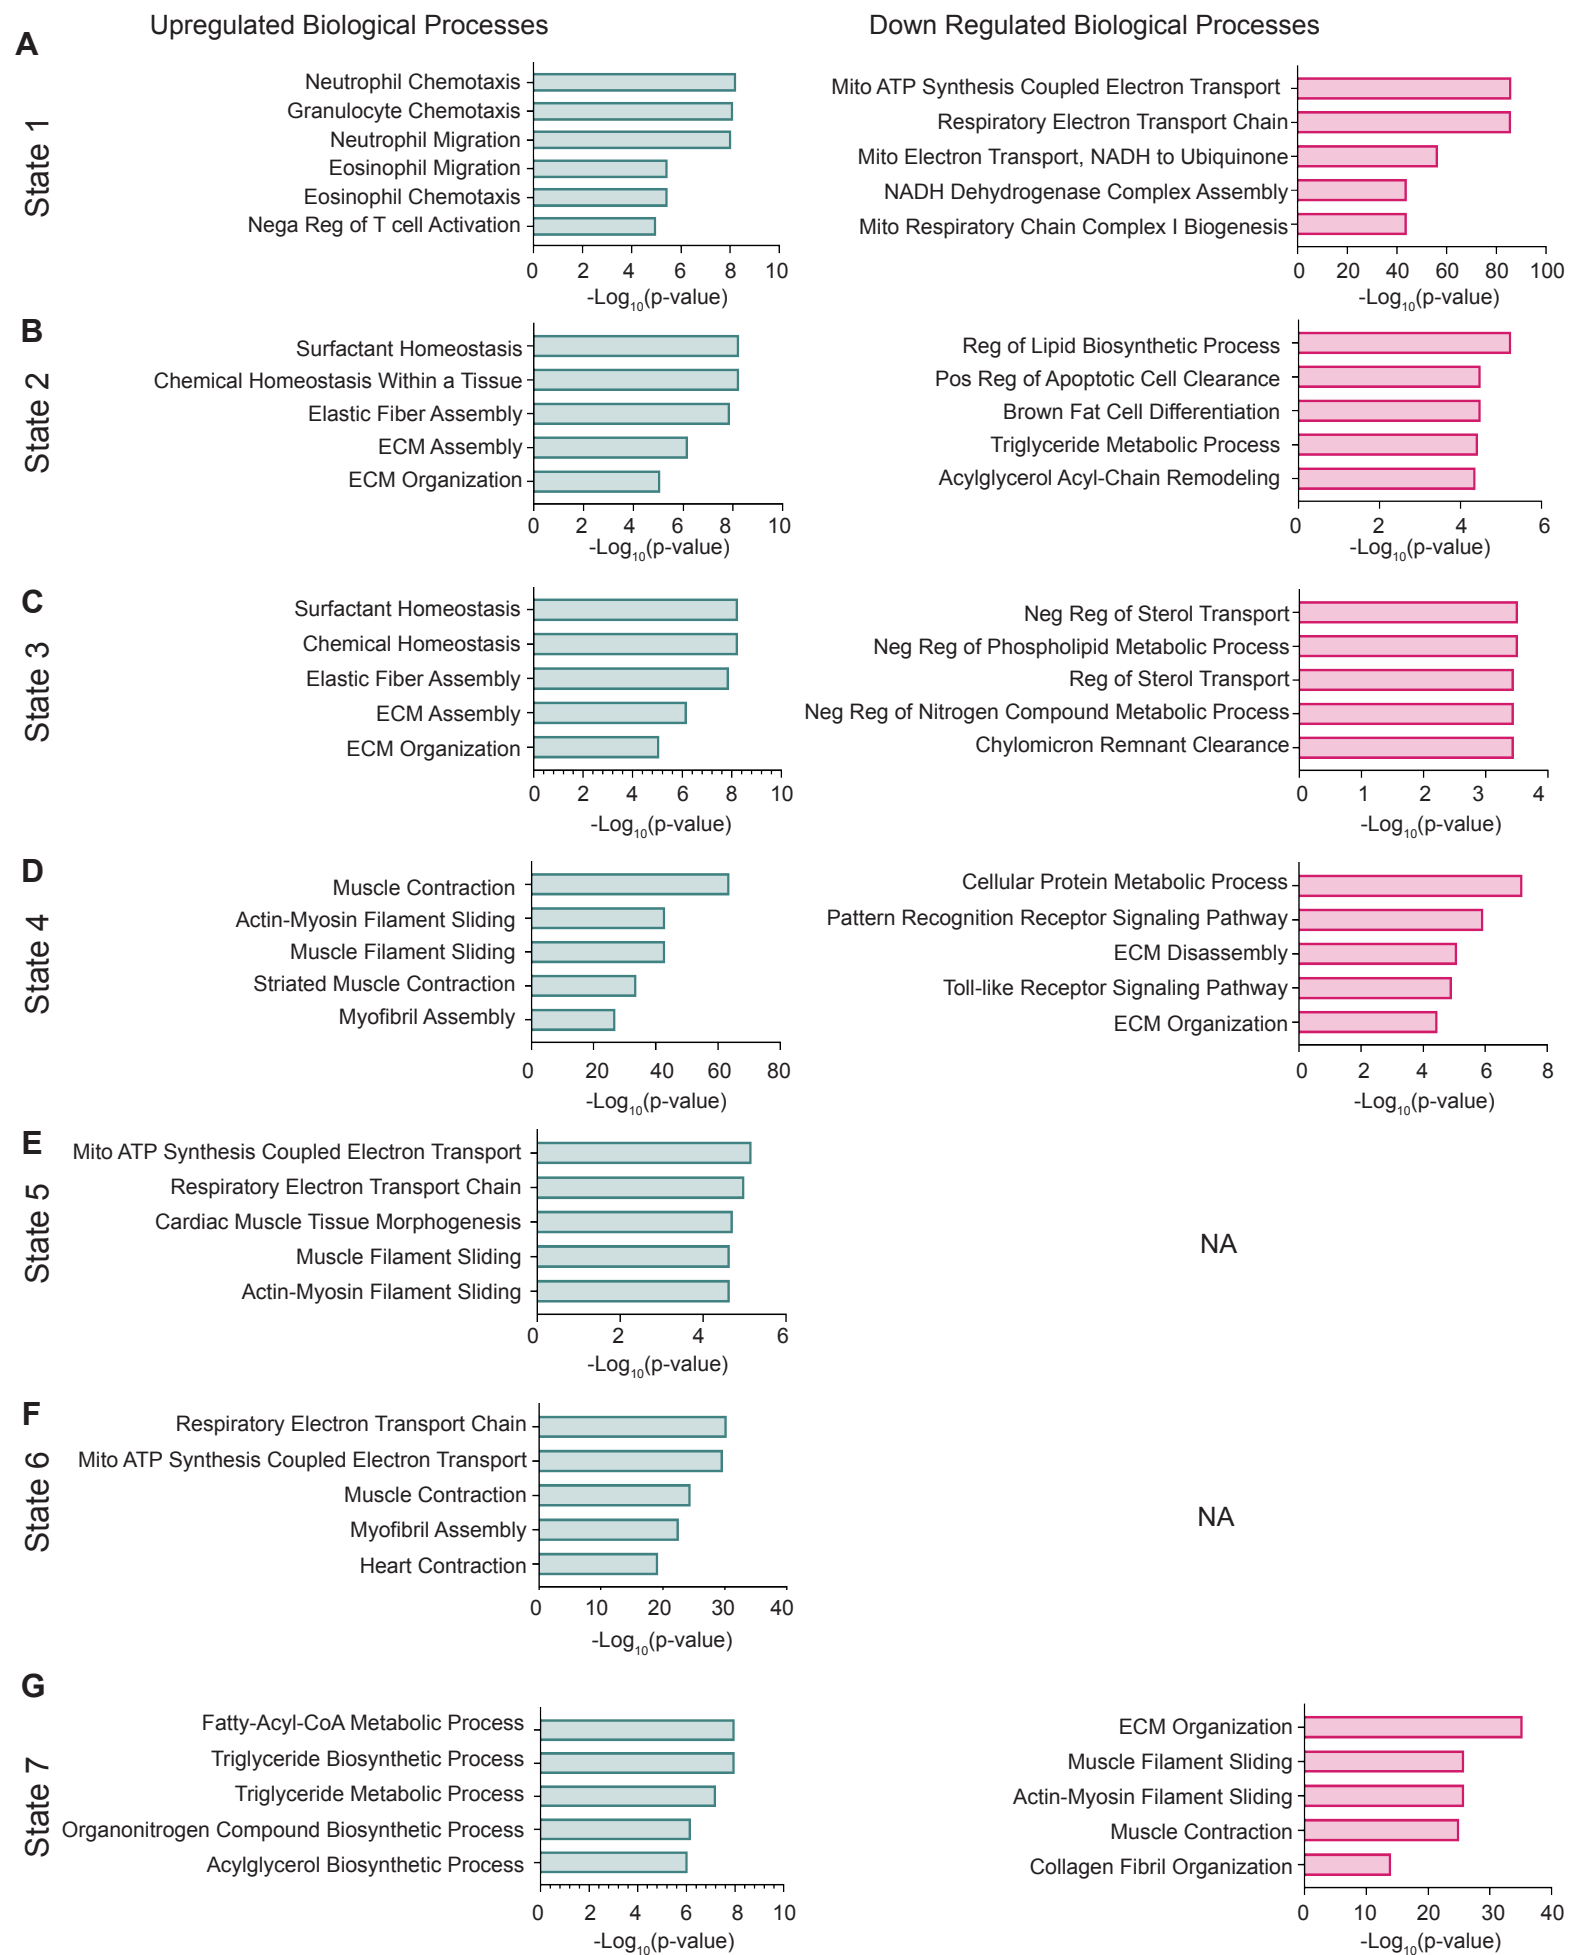

**Fig. S7.** Biological gene ontology programs were identified that correspond with regenerative scar pseudotime state.

**A**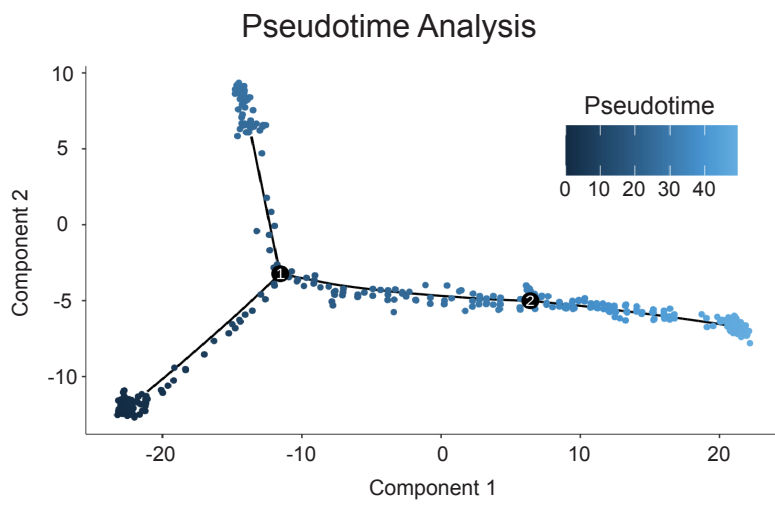**B**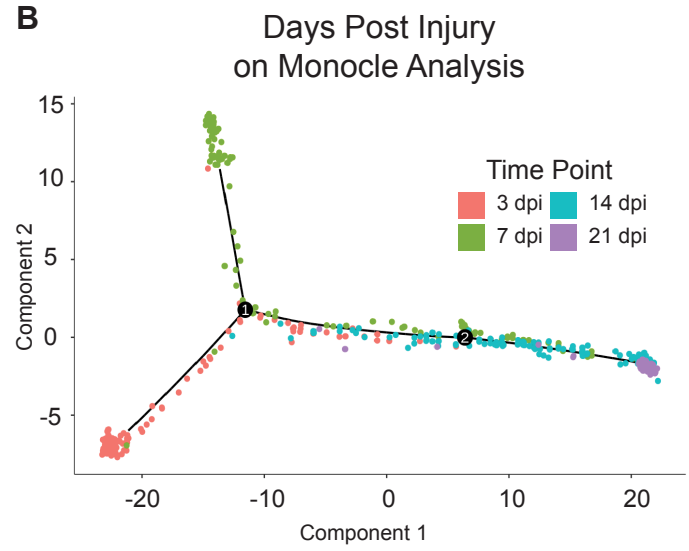**C**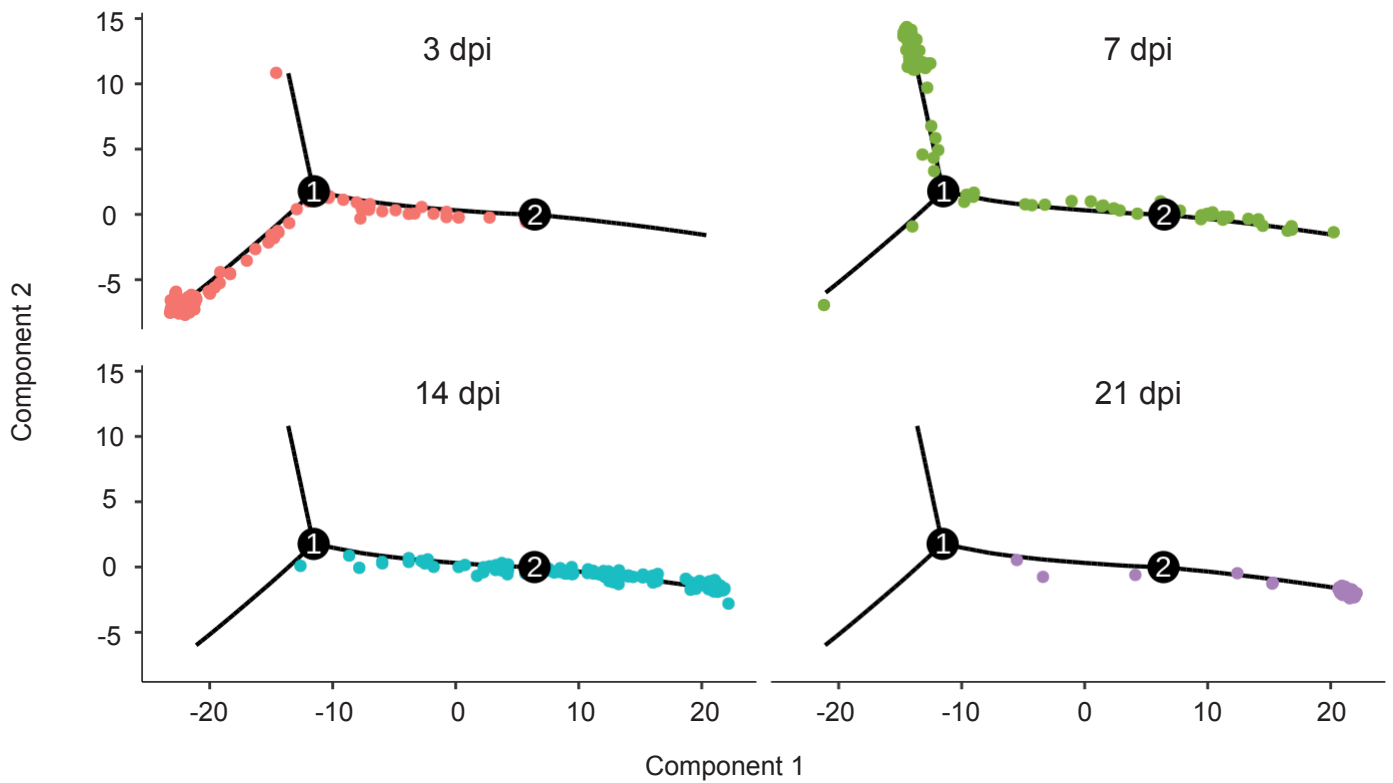

**Fig. S8. Pseudotime analysis of the intracardiac resolving scar.** **A.** Monocle was used to establish developmental pseudotime trajectory of all spots correlating with scar identity. **B, C.** Developmental trajectory was plotted as a function of days post injury (dpi).

## Upregulated Biological Processes

## Down Regulated Biological Processes

**A**

State 1

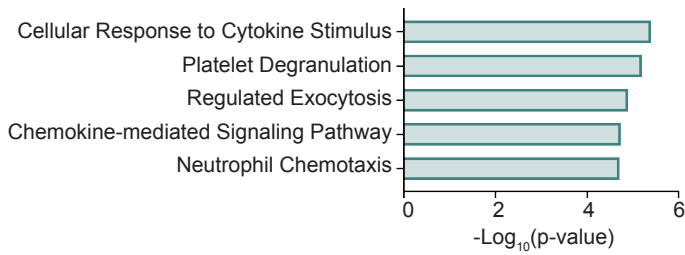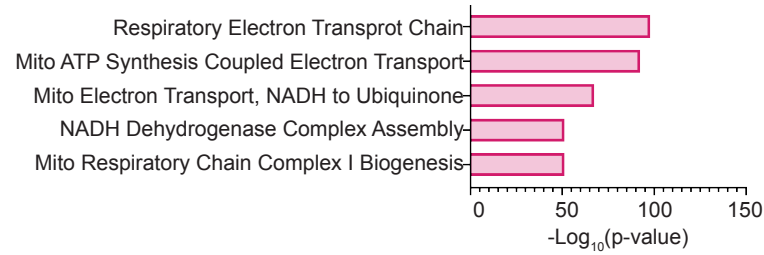

**B**

State 2

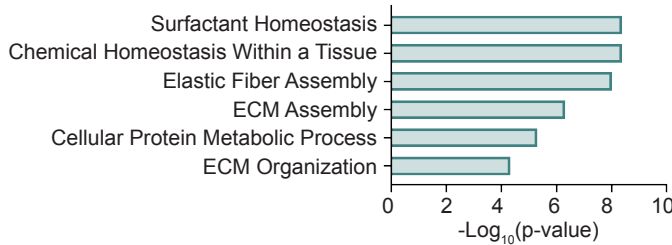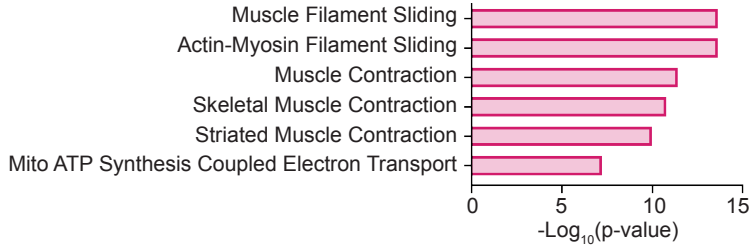

**C**

State 3

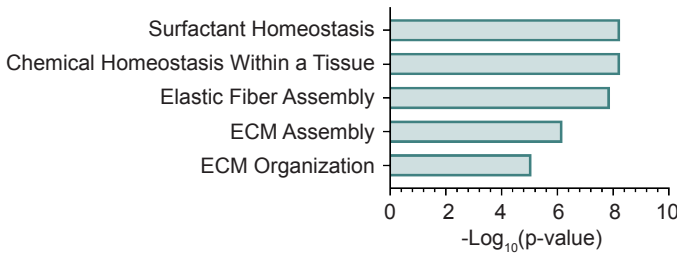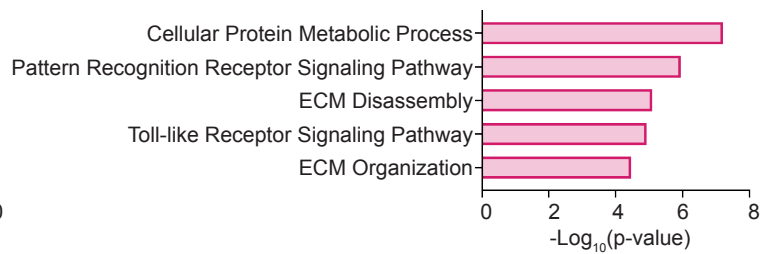

**D**

State 4

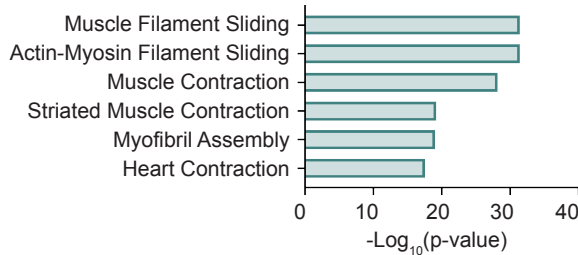

NA

**E**

State 5

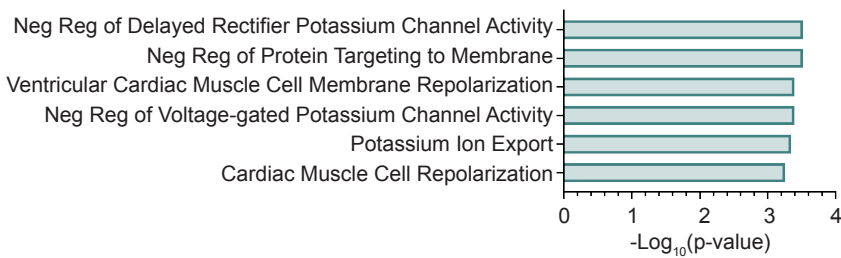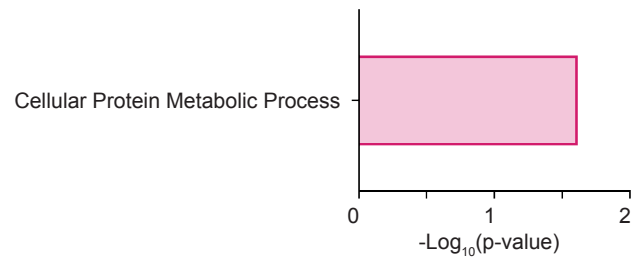

**Fig. S9.** Biological gene ontology programs were interrogated that correspond with intracardiac resolving scar.

How the deposited data were processed for this re-analysis (not part of the article)

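Bulk RNA sequencing of GFP+ Tcf21-lineage cells was analysed in 18 libraries, 3 in each of 6 groups. The baseline groups came from un-manipulated pups at P2 and P10. The other groups came from pups given sham surgery or apical resection at P2 or P10 and collected 3 days later. Spatial transcriptomics and imaging were not analysed here. The deposited table holds counts per gene symbol for these 18 libraries, and no other column of counts is in it. The authors made these counts by trimming reads with FastP, mapping them with STAR to GRCm38 with the GENCODE M22 annotation, and counting reads on exons with featureCounts without regard to strand. The deposited counts are whole numbers that were not normalized. By its default, featureCounts leaves out reads that map to several places or overlap several genes.

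Between 10462737 and 22980554 reads per library were counted on genes. Replicates of a group differed by more than sampling noise, with a chi-square per gene between 34.2 and 295 for the 18 pairs of replicates, so none is a duplicate of another. The Pearson correlation of log2 CPM across genes between replicates was 0.852 to 0.957, and genes are not independent replicates. The 10 most abundant genes took 8.46% to 13.8% of the counts, and mitochondrial genes 0.198% to 1.07%. At this depth a gene without counts in a library could have up to 3 counts' worth of reads. Where all libraries of a group had no count, the fold was computed against 3 counts over the group's summed effective library size and written as a lower bound. Where a group had 1 to 3 counts in all, the ratio is given with an exact 95% counting interval. Floors and intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

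Counts were tested with edgeR 4.0.16 in R 4.3.3. Of 55453 gene symbols, 28906 had at least 1 count and 16170 passed edgeR's filterByExpr at its defaults (a minimum count of 10 and a minimum total of 15). Library sizes were scaled by TMM. A quasi-likelihood model with 1 mean per group was fitted to all 18 libraries, since the base means of the paper's Tables S1 to S3 show 1 fit of all groups, and each comparison was a contrast of group means. Benjamini-Hochberg adjusted p-values under 0.05 were called. The comparisons were resection against sham at each age, P10 against P2 at baseline, after sham surgery and after resection, the P10 against the P2 window, the difference between the resection effects at the 2 ages, and sham against baseline at each age. The last pair also holds the 3 days of growth between the groups. DESeq2 1.42.0, the tool the methods name, was run beside edgeR in every comparison. DESeq2's rlog values gave the principal components of the 500 most variable genes and the complete-linkage clustering of the baseline libraries over the genes tested. Differences in principal components and in list levels were tested with two-sided exact permutation tests, with the labels exchanged within age for resection against sham (400 arrangements, smallest p 0.005).

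Genes named in the text follow a rule. It takes every gene the paper names from these data, any gene of Table S1 or Table S2, the 3 largest changes in each direction of Table S3, and up to 5 genes per direction and comparison with the largest change among those called and separated. It also takes 5 sex-linked genes (Xist, Ddx3y, Eif2s3y, Kdm5d and Uty) and members of the lists below. This rule, the lists, the comparisons with their main tests, and most of the alternatives were fixed before the data were examined. Set afterwards were DESeq2's reference level, the fits of the marker lists with a library left out, many of the tests of technical and other explanations, the count at which sex-linked transcripts were taken as present, and the number of single genes followed through the alternatives.

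There were 8 lists of genes. The cell cycle list is the 97 S and G2/M phase genes shipped with the Seurat package, in mouse spelling. The extracellular matrix list takes 159 genes by family (collagens, laminins, proteoglycans, matrix proteases and others), of which 144 were tested, and leaves out Pcolce2 and Cilp. The marker lists hold 15 macrophage genes, 12 cardiomyocyte genes (11 tested), 9 endothelial genes, 9 mural cell genes, 9 epicardial genes (8 tested) and 12 activated fibroblast genes. The extracellular matrix and activated fibroblast lists share 7 genes, and no other list shares a gene with another. Table S1 or Table S2 holds 3 genes of the cell cycle list, 4 of the extracellular matrix list and 2 of the activated fibroblast list, and for these the counts adjusted over the list alone are not independent evidence. The sorted cells express these genes at a median of the genes' mean CPM of 38.6 for the cell cycle list, 97.6 for the extracellular matrix list and 207 for the activated fibroblast list. It was 8.45 for the macrophage list, 45.3 for the cardiomyocyte list, 11.9 for the endothelial list, 68.6 for the mural list and 1.03 for the epicardial list. Lists were tested with camera of limma 3.58.1, with its preset correlation of 0.01, and with fry. Their p-values were adjusted over 12 tests of the cell cycle and extracellular matrix lists, over 6 further tests of these lists in the other comparisons, and over 54 tests of the marker lists.

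Gene positions, exon overlaps and near-identical copies came from the GENCODE M21 annotation of GRCm38, the release before M22. It holds 54510 of the 55453 symbols (98.3%). No gene ontology annotation was used, so the GO terms were not recomputed. Copies were looked for among the 23 genes with transcript sequences checked, at an identity of at least 95% over at least 50% of the transcript, and 1 of them, Ccnb1, has such copies.

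The labels number the libraries of each group 1 to 3, and neither they nor the paper's text say what a number shares. Same-numbered libraries of 2 groups were therefore compared by the correlation of their deviations from the group means. Of 45 correlations over 15 pairs of groups, 15 were over 0.1, with a range of -0.135 to 0.378. All 3 were over 0.1 for P2 resected against P10 resected (0.121, 0.189 and 0.130), for P10 baseline against P10 sham (0.328, 0.107 and 0.125) and for P2 sham against P10 baseline, a pair that is not compared. Most labels also carry another number, which is 3 for replicate 1 of P2 sham, P10 sham and P10 baseline. These libraries had the highest correlations with each other (0.378, 0.328 and 0.291) and the lowest voom weights. A batch shared under that number was not tested.

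The gene calls and the list tests were tried on simulated counts with 200 changed genes, in 3 of the comparisons. edgeR recovered 39.5% of them in the design of resection against sham at P2, 37% at P10 and 39% in P10 against P2 baseline. DESeq2 recovered 59%, 57% and 56%. A list of 100 genes shifted by 0.5 had medians of 0.59, 0.51 and 0.44 in these designs, and an unshifted list 0.01, 0.07 and 0.04. The alternatives tried were RLE in place of TMM, no filter beyond 1 count, a filter at a mean of 50 counts, the replicate number as a block, a sex covariate, a fit of only the groups compared, voom with sample quality weights, DESeq2, and each library left out in turn. For PCA they were log2 CPM in place of rlog, 2000 genes, and all genes tested. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.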

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

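The tests chosen only after the result was seen are, for genes detected, those of library size, library batch and other cell types, both tests of P10 resected replicate 1, all tests of GC content and gene length, the mural and endothelial cell tests, the Angptl4 test, both tests of the sex-linked genes, the mitochondrial test and the other splits for the cardiomyocyte list, and the fits of the marker lists with a library left out. Counts of splits or groupings of the libraries include the real one.

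Resected libraries detected more genes than sham libraries of the same age, a measure the paper does not report. At equal totals the difference was 1890 genes (2352 at P2 and 1428 at P10, two-sided exact permutation test, p = 0.005, the smallest that exchanging labels within age can give), and 12 of 12 libraries lay on their side. Library size is argued against by the equal totals, at which p stayed at 0.005. A few abundant genes are argued against by setting aside the 100 most abundant genes of each library, which left p at 0.005. A batch of the 2 libraries whose labels are plain numbers, unlike the other labels, is argued against as well, since without them the smallest gap between a resected and a sham library of 1 age was 641 genes. Reads from genomic DNA or unspliced RNA remain a candidate explanation, because the protein-coding percent of the genes detected was lower after resection by -3.48 points (exact p = 0.03), although the groups overlap. Protein-coding genes rose too, by 894, beside 972 other genes (exact p = 0.005 each). RNA from other cell types stays open, with 3 of 5 lists of other cell types higher at both ages. A wider range of states among fibroblasts after resection was not tested.

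P10 resected replicate 1 stood apart from the other P10 libraries in genes detected, with 19847 genes against 17334 in the next library. The gap was 0.525 of the range of the 9 libraries, and 0.528 at equal totals (18284 against 16410 genes). Of 34 groups checked over 17 measures, 2 went past the critical value, where chance gives 1.7. Library size is argued against by the 0.528 at equal totals. RNA from other cell types may contribute and cannot be told apart from a difference between the pups, since 3 of 5 such lists were highest in this library. No biological explanation was tested for a single library.

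The response of the cell cycle list to resection differed between the ages, by 0.91 in median log2 fold change (0.82 at P10 and -0.12 at P2), with 88 of 97 genes in this direction (adjusted p = 1.22e-27 from camera and 0.0345 from fry). Chance cannot be excluded, since 9 of 100 groupings of the libraries gave a difference as large. For resection at P10 alone, chance cannot be excluded either, with 2 of 10 splits as large, and at P2 it was 4 of 10. The difference between the ages is argued not to come from library size (0.94 at equal totals), a trend on GC content and gene length (0.86 with the trend taken out and 0.80 with the mean of all genes taken out too) or the sex of the pups (0.86 with the sex gene ratio as a covariate). With the macrophage list as a covariate it was 0.92. This cannot decide on RNA from macrophages, since the macrophage list's own difference between the ages only went from -0.39 to -0.35 under that covariate. The P10 groups overlapped in mean log2 CPM of the list, with resected replicate 3 at 3.44 and sham replicate 2 at 3.46. RNA from endothelial and epicardial cells was not tested for this list. Their lists had medians of 1.47 and 3.71 after resection at P10, against 0.24 and -0.51 at P2, and fry called neither. A return of fibroblasts to division after resection at P10 is a hypothesis that stays open, as do differences between litters, which were not tested.

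The extracellular matrix list was higher after resection than after sham surgery at both ages, by 0.64 in mean log2 CPM (0.81 at P2 and 0.47 at P10, two-sided exact permutation test, p = 0.005, adjusted p = 0.04 over 8 lists), and 12 of 12 libraries lay on their side. The difference between the ages was -0.24 in median log2 fold change. That camera call was not kept by fry (adjusted p = 2.51e-05 and 0.278), and chance cannot be excluded, with 54 of 100 groupings as large. The rise after resection at P2 alone was matched by 2 of 10 splits and that at P10 by 4 of 10, so chance is not excluded for either. Library size (exact p = 0.005 at equal totals), RNA from macrophages (exact p = 0.005 with that list taken out) and sex (exact p = 0.01 with the sex gene ratio taken out) are argued against as the whole cause, although resected and sham libraries overlap once sex is taken out (smallest gap -0.0137). More low-abundance genes in resected libraries are argued against as the whole cause too, since the list minus genes of matched level still rose by 0.46 (exact p = 0.02). The matched genes themselves rose by 0.19 (exact p = 0.005), and the groups then overlap (smallest gap -0.213). GC content and gene length are argued against as the whole cause as well. With their trend taken out of each library the rise was 0.60 (exact p = 0.005), and with the mean of all genes taken out too it was 0.38 (exact p = 0.02), where the groups overlap (smallest gap -0.135). The mean of all genes itself rose by 0.22 (exact p = 0.005), so that a general shift may explain part of the rise. In median log2 fold change over both ages the list was at 0.34, at 0.35 with the trend taken out, and at 0.14 with the mean of all genes taken out too. RNA from mural cells was not tested as a cause for this list. A response of the matrix to resection is a hypothesis that stays open.

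The activated fibroblast list rose after resection at P10, outside the genes the paper discusses. Its median log2 fold change was 1.01, and 12 of 12 genes were higher (adjusted p = 1.06e-12 from camera and 0.0190 from fry). By edgeR's quasi-likelihood test 0 of its genes were called over all genes tested, where 661 genes had an unadjusted p under 0.05 and DESeq2 called 39, and 6 when adjusted over the list alone. In mean log2 CPM over both ages it rose by 0.91 (exact p = 0.01, adjusted p = 0.04 over 8 lists), with overlapping groups (smallest gap -0.149). Without P10 resected replicate 1, P10 sham replicate 2 or P10 sham replicate 3, the P10 rise was 0.91, 0.90 and 0.88 and not called by fry (adjusted p = 0.0592, 0.0719 and 0.0915, in a range from 0.0339 with a library left out), while camera called it. At P2 its median was 0.86 (adjusted p = 2.81e-06 from camera and 0.106 from fry), which became 1.13 without P2 resected replicate 1 (adjusted p = 0.00115 from fry) and 0.53 without P2 resected replicate 3. The difference between the ages was 0.17, with 7 genes higher and 5 lower, and not called (adjusted p = 0.181 from camera and 0.699 from fry), so that the rise is not shown to be specific to P10. That difference was -0.032 without P2 resected replicate 1, -0.21 without P2 sham replicate 1 and 0.58 without P2 resected replicate 3, where camera called it (adjusted p = 0.00234). Library size (1.03 at equal totals), a trend on GC content and length (1.01 with the trend taken out and 0.77 with the mean of all genes taken out too) and RNA from macrophages (1.11 with that list as a covariate) are argued against. RNA from mural cells (0.97 with that list as a covariate) and from endothelial cells (1.28 with that list as a covariate) is argued against as the whole cause too. In mean log2 CPM at P10 the mural list rose by 0.11 and the endothelial list by 1.48, both with overlapping groups, and the activated fibroblast list by 1.03. RNA from endothelial cells may therefore contribute, but with that list as a covariate its own median went from 1.47 to -0.35, while the rise stayed. The abundant mural genes Pdgfrb and Rgs5 changed by -0.03 each on the log2 scale. Activation of fibroblasts by resection at P10 is a hypothesis that stays open.

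The cardiomyocyte list fell after resection at P2 (median log2 fold change -0.82) and rose at P10 (0.36, or 0.26 with genes of a group without counts at their bound), a difference of 0.85 (adjusted p = 2.76e-04 from camera and 0.520 from fry). Single libraries move these values. The fall at P2 was -0.53 and no longer called by camera without P2 resected replicate 1. The rise at P10, which neither test called, was -0.29 without P10 resected replicate 1, 0.044 and 0.19 without P10 sham replicates 1 and 3, and 0.94 and 0.59, both called by camera, without P10 sham replicate 2 and P10 resected replicate 3. The difference was 0.51 without P10 resected replicate 1, and 0.49 and 1.71 without P10 sham replicates 1 and 2. Chance cannot be excluded, with 32 of 100 groupings as large. RNA from cardiomyocytes cannot be told apart. The mitochondrial percent moved the same way, by -0.214 points at P2 and 0.280 points at P10 (difference 0.495, two-sided exact permutation test, p = 0.035), and of the 6 cardiomyocyte genes with a mean of at least 50 CPM, 0 were higher after resection at P2, as less of such RNA would give. At P10, however, 4 were higher and not all of them, as more of it would give. Tnnt2 was at 110 CPM after resection and 195 CPM after sham surgery at P2, and at 78.1 and 59.6 CPM at P10. Actc1 was at 225 and 238 CPM at P2, and at 146 and 111 CPM at P10. Myh6 and Myl3 were lower after resection at both ages, Myh6 at 71.2 and 112 CPM at P2 and 40.9 and 63.9 CPM at P10, and Myl3 at 89.1 and 171 CPM at P2 and 60.7 and 64.9 CPM at P10.

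In 4 of the 6 baseline libraries, more than 3 counts of both Xist and Y-linked genes were found, and in 0 of the 12 other libraries (two-sided Fisher's exact test, p = 0.0049). The threshold was first set at 1% of the highest level, which gives 3 of 6 and 0 of 12, and was changed after the values were seen. The lowest Xist count in these libraries was 26, and the lowest Y-linked count 386. Reads passed between libraries are argued against, as the highest count of the other sex's genes in the remaining libraries was 0. Cells of male and female pups in 1 library are consistent with the values, since at least 4 of the 4 Y-linked genes were present in each of these libraries. The paper's text does not say whether pups were pooled.

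Angptl4, the 1 gene called between P10 sham and P10 baseline libraries, was at 417 ± 61.4 CPM after sham surgery and 146 ± 16.9 CPM at baseline (SD, n = 3 each). Its log2 fold change was 1.51 (standard error 0.20, adjusted p = 0.0115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 3 of 3 libraries. Among the 10 splits of these libraries, 3 called at least 1 gene, so that chance is not excluded. It lost its call without P10 sham replicate 3, P10 baseline replicate 2 or P10 baseline replicate 3. Of 9 alternative settings, 8 left the result for Angptl4 the same, and over all settings its adjusted p ranged from 3.75e-12 to 0.256. In P10 resected libraries it was at 414 ± 42.4 CPM (SD, n = 3). The 3 days of growth between the groups may explain it and cannot be told apart from surgery, as no un-manipulated P13 library exists here. From P2 to P10 at baseline Angptl4 changed by 0.29 on the log2 scale, and from P2 baseline to P2 sham by 0.19 (adjusted p = 0.924 from the same edgeR test).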

How the results depend on the processing

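The tests chosen only after seeing the data are those of DESeq2 with another reference level of its fit and the splits of the window for the lists. Single genes were followed for 28 results, a number limited after the data were seen for length.

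With 0 genes called by edgeR between resected and sham libraries at P2 (730 at an unadjusted p under 0.05), RLE, the stricter filter, the sex covariate, a fit of only these groups and voom also called 0, as did each of the 6 fits with a library left out. The count was 24 without the low-count filter and 17 with DESeq2. At P10 (0 called, 661 at an unadjusted p under 0.05) the same 5 alternatives called 0, no low-count filter called 76 and DESeq2 called 39. Leaving out a library gave 0 to 5, the 5 without P10 sham replicate 2. With P2 sham, P2 resected, P10 baseline, P10 sham and P10 resected as the reference level of DESeq2's fit, the counts were 32, 19, 32, 27 and 24 at P2 and 45, 39, 45, 46 and 36 at P10. The difference between the ages was 0 genes (465 at an unadjusted p under 0.05), 30 without the filter and 13 with DESeq2, and 0 to 4 with a library left out, the 4 without P10 sham replicate 2. Without the filter 28906 genes enter the fit, but the cause of the higher counts was not tested.

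With the replicate number as a block, resection against sham had 1 gene at P2 and 1 at P10. The block gave 1008 genes at baseline, 636 after sham surgery, 186 after resection and 2745 for the window, all within 1.5 times of the counts without it. It changed no call of the cell cycle or extracellular matrix list, and the count for P10 sham against baseline stayed at 1 gene. The libraries share a number, and a pairing is not stated.

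Between P10 and P2 at baseline, 709 genes were called, 738 with RLE, 875 with the stricter filter and 768 with the sex covariate. No filter gave 1155 (602 of the 709 among them), a fit of only these groups 295 (264 among the 709), voom 3645 (702 among them) and DESeq2 1670 (708 among them), with 1671, 1667, 1668, 1665 and 1665 at the other reference levels. The range with a library left out was 264 to 1207, with 1207 without P10 baseline replicate 1, 264 without P10 baseline replicate 2, 345 without P10 baseline replicate 3, and 289, 346 and 435 without P2 baseline replicates 1, 2 and 3. The cause was not tested.

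After sham surgery the 515 genes became 911 without the filter, 125 in a fit of only these groups and 1258 with DESeq2. Leaving out a library gave 312 to 416, with 322 without P10 sham replicate 1, 312 without P10 sham replicate 3 and 327 without P2 sham replicate 3. After resection the 139 genes became 526 without the filter, 332 in a fit of only these groups, 908 with voom and 498 with DESeq2. They ranged from 30 to 136 with a library left out, with 51 without P10 resected replicate 3 and 88, 30 and 43 without P2 resected replicates 1, 2 and 3. The window's 2183 genes became 4569 with voom and ranged from 1680 to 2987 with a library left out. The cause of these shifts was not tested. Voom gave the lowest weights to P2 sham replicate 1 (0.223), P10 baseline replicate 1 (0.293) and P10 sham replicate 1 (0.361).

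P2 sham against baseline was 0 genes by edgeR (1229 at an unadjusted p under 0.05), 110 without the filter and 169 with DESeq2. Omitting a library gave 0 to 9, with 9 without P2 sham replicate 1 and 1 without P2 sham replicate 2 or 3 or P2 baseline replicate 1 or 2. P10 sham against baseline was 1 gene, 2 with the sex covariate, 151 without the filter and 159 with DESeq2. Omitting a library gave 0 to 5, with 5 without P10 sham replicate 2 and 0 without P10 sham replicate 3 or P10 baseline replicate 2 or 3. The cause was not tested.

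Each count of splits of the libraries includes the real split. Where edgeR called 0 genes (resection against sham at P2 and P10, P2 sham against baseline, and the difference between the ages; 730, 661, 1229 and 465 genes at an unadjusted p under 0.05 and 17, 39, 169 and 13 by DESeq2), any split gives at least as many, so that 10 of 10 splits, or 100 of 100, says nothing about chance. At an unadjusted p under 0.05, as many genes were found in 4, 2 and 3 of 10 splits and in 68 of 100, so that chance cannot be excluded. For P10 against P2 at baseline, after sham surgery and after resection, 1 of 10 splits gave as many genes, the real one, and the others called at most 0, 3 and 0 genes. At an unadjusted p under 0.05 it was 2, 2 and 1 of 10, as another split reached 3074 genes at baseline, against 3022, and 3195 after sham surgery, against 2633. For the cell cycle list it was also 1 of 10 in each of these comparisons, with medians of -1.83, -2.65 and -1.56 against at most 0.78, 0.81 and 0.80 in size in the other splits. A share of 10 splits is never under 0.1, so that such splits alone cannot exclude chance for 1 comparison. Over the window, 1 of 100 drawn splits, the real one, gave as many genes, and 1 of 100 a median as far from 0 for the cell cycle list and for the extracellular matrix list, so that chance is excluded there. For the extracellular matrix list in the single comparisons it was 1, 3 and 2 of 10 at baseline, after sham surgery and after resection, so that chance cannot be excluded for these.

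The cell cycle list kept its direction and its side of the threshold in the 3 comparisons of P10 with P2 and in resection at P10 under every setting tried. For this list and the extracellular matrix list, the largest adjusted p over the settings was fry's in the fit of all libraries. With a library left out, these lists were tested with camera only. Whether fry's calls would hold there is therefore not known. With a library left out the median of the cell cycle list ranged from -2.17 to -1.64 at baseline and from 0.54 to 1.02 after resection at P10, and the difference between the ages from 0.68 to 1.09. Its decrease after resection at P2 was weaker with fry (-0.12, adjusted p = 0.615) and ranged from -0.26 to -0.031 with a library left out, no longer called by camera without P2 resected replicate 1. The adjusted p over its settings ranged from 1.23e-07 to 0.615. The extracellular matrix list kept its call at baseline (0.43 to 0.65 with a library left out) and after resection at P2 (0.32 to 0.80). It kept its camera call in P10 against P2 after sham surgery (0.25 to 0.75 with a library left out) and after resection (0.15 to 0.41). With fry it was not called after resection at P10 (0.16), in P10 against P2 resected (0.25) or in the difference between the ages (-0.24). Its range with a library left out was 0.091 to 0.48 after resection at P10, the lowest and not called without P10 sham replicate 3. The difference between the ages ranged from -0.53 to 0.052, which reverses without P10 sham replicate 1. The cause was not tested.

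PC1 kept its direction and call under every setting, from 1.53 to 1.86. PC2's difference between resected and sham libraries was called with log2 CPM (-1.47, exact p = 0.01) and not with 2000 genes (-0.54, exact p = 0.37) or all genes tested (-0.41, exact p = 0.48). With a library left out it ranged from -1.47 to 0.36, and it reversed without P10 resected replicate 3, where PC2 correlated with the component from all libraries at 0.48. It was called without P10 sham replicate 1 (-1.47), P10 baseline replicate 1 (-1.06) or P2 sham replicates 1, 2 or 3 (-1.32, -1.09 and -1.19), with exact p between 0.015 and 0.045. The cause was not tested.

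Of 526 settings of 28 single gene results, 418 were the same, 18 weaker, 86 stronger and 4 reversed. The reversed ones were Hecw1 without P10 resected replicate 1 (0, in a range of 0 to 3.14) and Xist without P10 sham replicate 3 (0, in a range of -10.99 to 0), where no counts of the gene are left in the P10 resected and sham groups. The others were Pdgfra without P10 baseline replicate 1 (-0.14, in a range up to 0.69) and Tcf21 without P10 baseline replicate 3 (-0.025, in a range up to 0.30). The cause of these was not tested. Cilp lost its call without P10 baseline replicate 2 or any P2 baseline library, Cdk1 and Ccnb1 without P10 baseline replicate 2 or 3, and Cdk1 in P10 against P2 resected without any 1 of the 6 libraries (adjusted p from 1.46e-06 to 0.277 over its settings). Depth limits genes with few counts, where a group without counts gives only a bound on the fold.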

Differences from the paper's values

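All the reference levels of DESeq2's fit other than its default were chosen after seeing the values.

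For resection against sham at P2, the paper's count of differentially expressed genes is 25, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0, with 730 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 (17) and edgeR without the low-count filter (24) come within 1.5 times of the paper's count. RLE, the stricter filter, the sex covariate, a fit of only the groups compared and voom (0 each) and the replicate block (1) do not. For resection against sham at P10 the paper's count is 36, and edgeR called 0, with 661 genes at an unadjusted p under 0.05. Here DESeq2 (39) comes within 1.5 times of the paper's count, and no low-count filter (76), RLE, the stricter filter, the sex covariate, a fit of only the groups compared, voom (0 each) and the replicate block (1) do not.

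With another reference level, chosen after seeing the values, DESeq2 called 32 genes at P2 with P2 sham, 19 with P2 resected, 32 with P10 baseline, 27 with P10 sham and 24 with P10 resected. At P10 these settings called 45, 39, 45, 46 and 36 genes. With P10 resected as the reference level, DESeq2 called all 36 of the genes in the paper's Table S2 and 24 of the 25 in Table S1, dropping 1, Itih4. DESeq2 at its default level (P2 baseline) called 16 of the 25 and 35 of the 36. The other levels called 25 (P2 sham), 19 (P2 resected), 24 (P10 baseline) and 25 (P10 sham) of the genes in Table S1, and 36, 35, 36 and 35 of those in Table S2. For Table S3 these settings called 997 (P2 baseline), 998 (P2 sham), 997 (P2 resected), 997 (P10 baseline), 995 (P10 sham) and 998 (P10 resected) of its symbols.

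On the scale of DESeq2's shrunken fold changes, the values of Tables S1, S2 and S3 differ by at most 0.00084 from those recomputed here. Table S3 has 1000 rows, 2 of which hold a date in place of a gene symbol. Its positive values are higher at P10, although the label reads P2 versus P10. Of its symbols, 997 were among the genes tested here and all 997 had the same direction, 993 at an unadjusted p under 0.05 and 702 called by edgeR. The table was made from these same libraries, so that this is not independent evidence. The shares of variance on PC1 and PC2 match the numbers printed in Fig. 1D.

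The paper states that hierarchical clustering showed considerable differences between P2 and P10 fibroblasts at baseline. It gives neither the number of genes nor the distance used, and Fig. 1F shows genes that differ between the groups, so the clustering over all genes tested is another calculation. In this clustering of rlog values, 1 of the 6 libraries, P10 baseline replicate 1, joined the branch of the P2 libraries, as it did with log2 CPM and with correlation distances. The other P10 baseline libraries formed a branch of their own, and every marker the paper names from this comparison (Cdk1, Ccna2, Ccnb1, Ccnb2, Pcolce2, Thbd and Cilp) was called in the paper's direction.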

Other observations

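The tests chosen only after the result was seen are those of a swap, of other cell types and of pooled pups for P10 baseline replicate 1, that of groups without counts for DESeq2's reference level, and the fits of the marker lists with a library left out.

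Sham surgery and 3 days of growth together were tested against baseline. At P2, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 genes (smallest adjusted p 0.0908), with 1229 at an unadjusted p under 0.05 and 169 by DESeq2. The CPM of 1610 genes (9.96%) did not overlap, where chance gives 10%. At P10 it called 1 gene, with 1197 at an unadjusted p under 0.05 and 159 by DESeq2, and 1622 genes (10.0%) did not overlap. The cell cycle list had a median log2 fold change of -0.07 at P2 (adjusted p = 0.720 from fry) and -0.62 at P10 (adjusted p = 1.49e-15 from camera and 0.0558 from fry). The extracellular matrix list had -0.03 at P2 and -0.19 at P10 (adjusted p = 0.0424 from camera and 0.642 from fry).

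The marker lists were tested between P10 and P2 at baseline. The mural list rose by a median of 1.55 with 9 of 9 genes higher, 5 called over all genes tested and 6 when adjusted over the list alone (adjusted p = 1.23e-10 from camera and 0.00255 from fry). Rgs5 was at 121 CPM at P2 and 353 CPM at P10, and Pdgfrb at 196 and 470 CPM. The cardiomyocyte list fell by a median of -1.23 with 11 of 11 genes lower, 0 called by edgeR over all genes tested and 1 when adjusted over the list alone (adjusted p = 0.00152 from camera and 0.143 from fry). Leaving out any 1 of these libraries changed neither the direction nor the call of the mural and cardiomyocyte lists. The macrophage list had a median of 0.62 (adjusted p = 0.351 from camera and 0.783 from fry). The endothelial list had a median of -0.43 and a camera direction that is up (adjusted p = 0.948). The epicardial list had a median of -3.18, or -2.41 with genes of a group without counts at their bound (adjusted p = 0.354 from camera). The activated fibroblast list had a median of -0.003, a mean of 0.21 and a camera direction that is up (adjusted p = 0.469).

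After resection at P2, the macrophage list had a median of 1.08 with 14 of 15 genes higher (adjusted p = 7.75e-04 from camera and 0.600 from fry), and at P10 0.80 (0.267 from camera and 0.769 from fry). Lyz2 was at 114 CPM after resection and 26.3 CPM after sham surgery at P2, and at 263 and 79.2 CPM at P10. The endothelial list had medians of 0.24 at P2 and 1.47 at P10 (adjusted p = 0.0140 from camera and 0.600 from fry), the mural list 0.43 and 0.02, and the epicardial list -0.51 and 3.71 (adjusted p = 0.00493 from camera and 0.405 from fry at P10). These values rest on single libraries. The macrophage list at P2 was at 0.11 without P2 resected replicate 1 and 0.49 without P2 sham replicate 1, not called in either case, and at 2.22 without P2 sham replicate 3. At P10 it ranged from 0.066 to 1.32 with a library left out. The endothelial list at P10 was not called by camera without P10 resected replicate 1 (0.41), P10 sham replicate 1 (1.00) or P10 sham replicate 3 (1.33), and was at 2.44 without P10 sham replicate 2. The epicardial list at P10 was not called without P10 resected replicate 1 (1.82) or P10 sham replicate 1 (3.14). At P2 the endothelial list ranged from -0.753 to 1.503, the mural list from 0.15 to 0.95 and the epicardial list from -1.09 to 3.28, all with a library left out. At P2 the median of the epicardial list is negative while its mean is 0.27 and its test is up. Msln was at 2.47 CPM after resection and 2.32 CPM after sham surgery at P2, and at 5.57 and 2.42 CPM at P10. Over both ages, with two-sided exact permutation tests adjusted over 8 lists, the macrophage list rose by 1.16 in mean log2 CPM (p = 0.3, adjusted p = 0.343), the endothelial list by 0.99 (p = 0.205, adjusted 0.273), the mural list by 0.37 (p = 0.165, adjusted 0.264), the epicardial list by 1.46 (p = 0.125, adjusted 0.264), the cell cycle list by 0.45 (p = 0.14, adjusted 0.264) and the cardiomyocyte list by 0.06 (p = 0.895). Over the windows the median was -1.01 for the cardiomyocyte list (adjusted p = 0.0149 from fry) and 0.74 for the mural list (0.00255). Median and test also differ in sign for the activated fibroblast list in the window (0.09, mean -0.06, test down), in P2 sham against baseline (-0.07, mean 0.05, test up) and in P10 against P2 resected (-0.27, mean -0.08, camera up and fry down), and for the endothelial list after sham surgery (-0.20, camera up). With genes at their bound, the epicardial median in P10 sham against baseline goes from 2.25 to 0.98.

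P10 baseline replicate 1 lay towards the P2 libraries on PC1 (0.126, where the group reaches 11.0) and in the clustering. On a score from the genes called between the sham groups, it lay 81.3% of the way from the P2 baseline mean to the other P10 baseline libraries, which argues against a P2 library under a wrong label. A swap with a P2 baseline library is argued against as well, since the highest score of those libraries was -0.298, with this library at 2.54. RNA from other cell types may contribute and cannot be told apart, as 2 of 5 lists of other cell types were higher in it than in both other P10 baseline libraries. Pups pooled in the other P10 baseline libraries stay open too. Both hold Xist and Y-linked transcripts, and the labels of both, alone among the 18, end in a P that neither the labels nor the paper's text explain. The P2 baseline libraries with transcripts of both sexes have no such suffix. The single-sex P2 baseline library differed on PC1 from the other P2 baseline libraries by -0.187, a comparison of 1 library with 2. No biological explanation was tested.

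A hypothesis was that groups without counts make DESeq2's calls depend on the reference level of its fit. Over 6 levels and both comparisons of resection with sham, 51 calls were made under every level, 24 of them for genes with any of the 6 groups without counts. Another 32 were made under some levels only, 27 of them for such genes (two-sided Fisher's exact test, p = 0.0010). This is consistent with the hypothesis, which was found and tested on the same data.

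A further hypothesis was that resection moves libraries back along the age difference. On a score from the genes called between the baseline groups, resected minus sham libraries averaged -0.287 over both ages (0.129 at P2 and -0.704 at P10, two-sided exact permutation test, p = 0.115), so that the test leaves it open.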
